# Response of *Burkholderia cenocepacia* H111 to Micro-Oxia

**DOI:** 10.1371/journal.pone.0072939

**Published:** 2013-09-02

**Authors:** Gabriella Pessi, Rubina Braunwalder, Alexander Grunau, Ulrich Omasits, Christian H. Ahrens, Leo Eberl

## Abstract

*B. cenocepacia* is an opportunistic human pathogen that is particularly problematic for patients suffering from cystic fibrosis (CF). In the CF lung bacteria grow to high densities within the viscous mucus that is limited in oxygen. *Pseudomonas aeruginosa*, the dominant pathogen in CF patients, is known to grow and survive under oxygen-limited to anaerobic conditions by using micro-oxic respiration, denitrification and fermentative pathways. In contrast, inspection of the genome sequences of available *B. cenocepacia* strains suggested that *B. cenocepacia* is an obligate aerobic and non-fermenting bacterium. In accordance with the bioinformatics analysis we observed that *B. cenocepacia* H111 is able to grow with as little as 0.1% O_2_ but not under strictly anoxic conditions. Phenotypic analyses revealed that H111 produced larger amounts of biofilm, pellicle and proteases under micro-oxic conditions (0.5%–5% O_2_, i.e. conditions that mimic those encountered in CF lung infection), and was more resistant to several antibiotics. RNA-Seq and shotgun proteomics analyses of cultures of *B. cenocepacia* H111 grown under micro-oxic and aerobic conditions showed up-regulation of genes involved in the synthesis of the exopolysaccharide (EPS) cepacian as well as several proteases, two isocitrate lyases and other genes potentially important for life in micro-oxia.

Data deposition: RNA-Seq raw data files are accessible through the GEO Series accession number GSE48585. MS data have been deposited in the ProteomeXchange database (PXD000270).

## Introduction

*Burkholderia cenocepacia* is one of the 17 members of the *Burkholderia cepacia* complex (Bcc) whose extraordinary metabolic versatility allows it to adapt to a variety of environmental conditions, including infection sites in humans [1], [2]. Of particular concern are lung infections of patients suffering from cystic fibrosis (CF). One of the major problems associated with Bcc infections is their capacity to form highly organized surfaced-associated communities (biofilms) with an intrinsic resistance to most common antibiotics in clinical use [1], [3]. Several strains of the Bcc species *B. multivorans*, *B. cenocepacia*, *B. cepacia*, and *B. dolosa* have been shown to be highly transmissible between patients [4], with *B. cenocepacia* and *B. multivorans* accounting for the majority of CF infections [5]. During chronic colonization of the CF lung, bacteria are under strong selective pressures that result from challenges of the immune defense, antimicrobial therapy, nutrient and oxygen availability [6]. *B. cenocepacia* produces biofilms and uses the highly viscous mucus of the CF lung as a rich nutrient source. Due to bacterial respiration a steep oxygen gradient within the mucus is generated and the deeper layers become anaerobic [7]–[10]. This observation is supported by the fact that anaerobes have been found to occur in CF sputum at high cell densities [11]. Recently, Alvarez-Ortega and colleagues provided evidence that the major CF pathogen *P. aeruginosa* is growing in the CF lung preferentially by micro-oxic respiration [12]. Moreover, chemostat experiments with aerobic and micro-oxic cultures of *P. aeruginosa* suggested that this facultative anaerobe is growing optimally in a micro-oxic environment where it is producing more virulence factors such as the exopolysaccharide (EPS) alginate and pyocyanine [13]. Further studies have also shown that an anaerobic environment stimulates the production of alginate [7], [9]. In anaerobiosis, *P. aeruginosa* can utilize nitrate or nitrite rather than oxygen as a terminal electron acceptor [14]–[17]. In the absence of nitrate or nitrite, it can convert arginine to ornithine, thereby generating energy for anoxic growth [16]–[18]. Finally *P. aeruginosa* can use pyruvate fermentation for long-term survival of up to 18 days under anoxic conditions and this conversion of pyruvate into lactate, acetate, and succinate is in turn inhibited by nitrate respiration [19].

In a retrospective study of a *Burkholderia dolosa* outbreak among CF patients, the genomes of 112 isolates collected from 14 individuals over 16 years were sequenced and intriguingly revealed that 3 out of the 17 genes found to be under strong selection during pathogenesis had mutations in genes involved in oxygen-dependent regulation [20]. This suggests that sensing of a low oxygen environment is critical for pathogenesis in lung infections.

These findings posed the question of how *B. cenocepacia*, which is considered an obligate aerobe, can grow or survive in the micro-oxic/anoxic CF lung environment. Very recently, Sass and colleagues reported a low-oxygen activated locus (*lxa*) that has been shown to play an important role in regulation of the low oxygen response in *B. cenocepacia* strains J2315 and K56-2 [21]. After exposure to an anoxic environment, the *lxa* mutant showed less viable cells compared to the wild type. However, the *B. cenocepacia* H111 strain, which was originally isolated from a CF patient as well as other *B. cepacia* complex (Bcc) strains, do not possess the *lxa* locus [21], [22].

Here we show that *B. cenocepacia* H111 as well as other *B. cenocepacia* strains did not display any obvious functions that would allow anaerobic growth: no genes were found that are involved in denitrification and arginine fermentation. However, H111 is able to grow at an oxygen concentration of 0.1%, yet cannot grow anoxically in culture. When grown micro-oxically, *B. cenocepacia* produces more substratum-associated biofilm mass as well as a more robust pellicle compared to aerobic conditions. Finally, RNA-Seq and shotgun proteomics analyses from matched aerobic and micro-oxic samples were carried out to obtain a more detailed view of the repertoire of genes and proteins potentially important for growth in a low oxygen environment.

## Results

### Growth of *B. cenocepacia* H111 at different oxygen concentrations

The ability of *B. cenocepacia* to grow at different oxygen concentrations in complex media was tested. When cells were grown under normal aerobic conditions (21% O_2_), the cells grew to an optical density (OD_600_) of around 3 with a generation time of approximately 65 minutes. When only 5% or 0.5% oxygen was supplied (see Methods), the cells grew slower (generation times of 113 and 180 minutes, respectively), probably because the dissolved oxygen concentration dropped quickly to growth limiting levels (Figure 1). However, *B. cenocepacia* was still able to grow with 0.1% oxygen with a doubling time of 268 minutes, reaching an OD_600_ of 0.7. To test for growth in the absence of oxygen, several alternative electron acceptors, including nitrate, fumarate, and DMSO as well as the C-sources pyruvate, oxalate and arginine and a medium mimicking synthetic mucus [12], were tested. However, in none of the conditions tested did we observe growth in the absence of oxygen.

**Figure 1:**
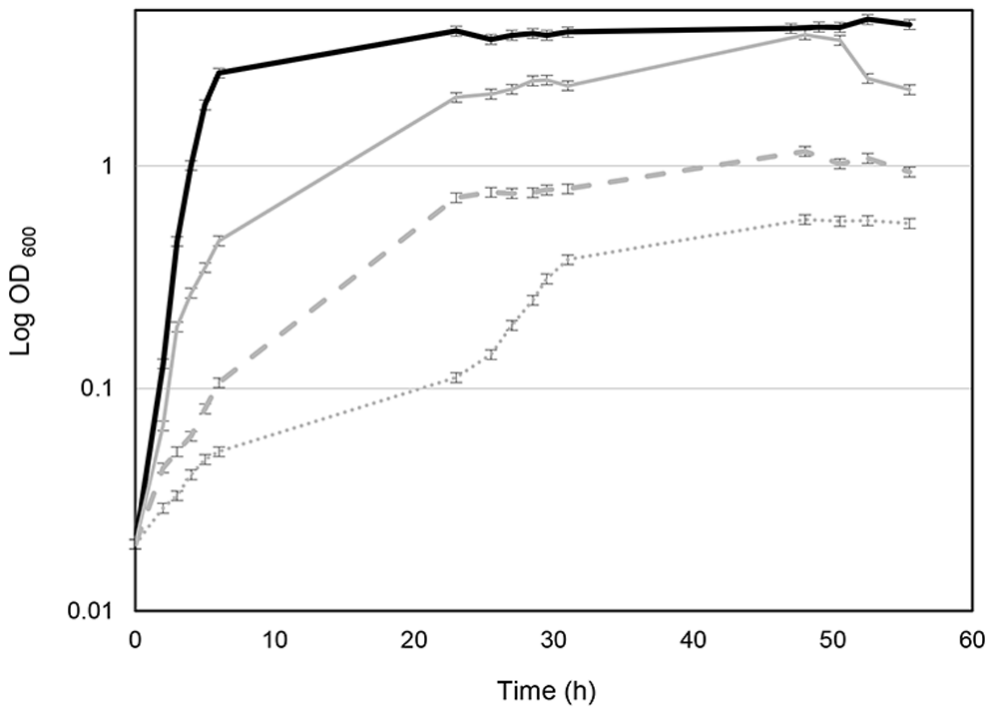
Growth of *B. cenocepacia* at different oxygen concentrations (21%, 5%, 0.5% and 0.1%). Aerobic cultures (21%, black line) were grown with shaking in 1L Erlenmeyer flasks containing 100 ml LB medium while micro-oxic cultures were grown in 500-ml rubber-stoppered serum bottles containing 25 ml LB medium in presence of a nitrogen gas atmosphere that contained 5% (grey line), 0.5% (grey dashed line) or 0.1% (grey dotted line) oxygen (Pangas). Whiskers indicate SD, n = 3.

### Identification of genes in the *B. cenocepacia* H111 genome that may be required for growth under “low-oxygen” conditions

To identify genes related to denitrification, arginine fermentation or pyruvate fermentation, we searched for the corresponding *P. aeruginosa* orthologs in *B. cenocepacia* H111 and other sequenced *Burkholderia* species. The genes required for denitrification which encode all enzymes for nitrate/nitrite, nitric-oxide and nitrous-oxide reduction (PA3872-75, PA0509-PA0519, PA0520-24, PA3391-96), could only be identified in the “pseudomallei” group members *B. thailandensis*, *B. pseudomallei* and *B. mallei*. Indeed *B. pseudomallei* was reported to be able to survive without oxygen using nitrate respiration [23], [24]. In contrast, *B. cenocepacia* strains, including strain H111 were found to only possess the nitrite reductase encoding gene cluster (*BCAM1683*-*86*). *P. aeruginosa* is also able to generate ATP by the degradation of arginine to ornithine, which requires expression of the *arcABC* operon (PA5170-73) [18]. While *arcB* (ornithine carbamoyltransferase) is present in all sequenced *B. cenocepacia* strains, the entire operon is only present in strains of *B. thailandensis*, *B. pseudomallei*, *B. mallei*, *B. ambifaria*, *B. xenovorans*, *B. phymatum* and *B. phytofirmans*. The fermentation of pyruvate can also be used by *P. aeruginosa* to generate energy and survive during anoxic growth (PA0835-36 and PA0927) [19]. The genes necessary for the conversion of pyruvate to lactate, acetate, and succinate, i.e. the acetate kinase *ackA*, the phosphate acetyltransferase *pta* and the lactate dehydrogenase *ldhA*, were found in the genome of all *Burkholderia* species. Many bacteria adapt to micro-oxic conditions by synthetizing a particular cytochrome c oxidase (cbb3) complex with a high affinity for oxygen [25]–[27]. No classical *cbb*_3_ cytochrome oxidase was found in any of the sequenced *Burkholderia* strains. In contrast, a homolog of the *bd*-type oxidase (cyanide insensitive) was identified in the genome of several *Burkholderia* strains including strain H111 (*BCAM2674*-*75*). Homologs of the *P. aeruginosa* central regulator of anaerobic metabolism FNR/ANR (PA1544) [28] were identified in all sequenced *Burkholderia* strains. The strain H111 has two FNR/ANR orthologs, BCAM0049 and BCAM1483.

### Micro-oxic conditions favor the sessile lifestyle

The capacity of our model strain H111 to form a biofilm in a polystyrene microtiter dish-based assay was tested under aerobic and micro-oxic conditions. The biofilm index (BI), i.e. biofilm mass normalized against planktonic growth, was used to compensate for the different growth rates. The amount of adhered biomass in cells grown to the begin of stationary phase was found to be significantly higher with 0.5% oxygen (Biofilm Index 80%) compared to 21% oxygen (Biofilm index 55%) (p-value<0.01, Figure 2). We also tested for pellicle formation, i.e. the biofilm formed at the liquid-air interface of static cultures and *B. cenocepacia* was found to produce more pellicle under micro-oxic conditions (data not shown). Other phenotypes such as swarming and swimming motility were not affected by oxygen availability after 48 hours of incubation. In contrast, the production of siderophores as measured on CAS plates was reduced in micro-oxically grown cells (Figure S1).

**Figure 2:**
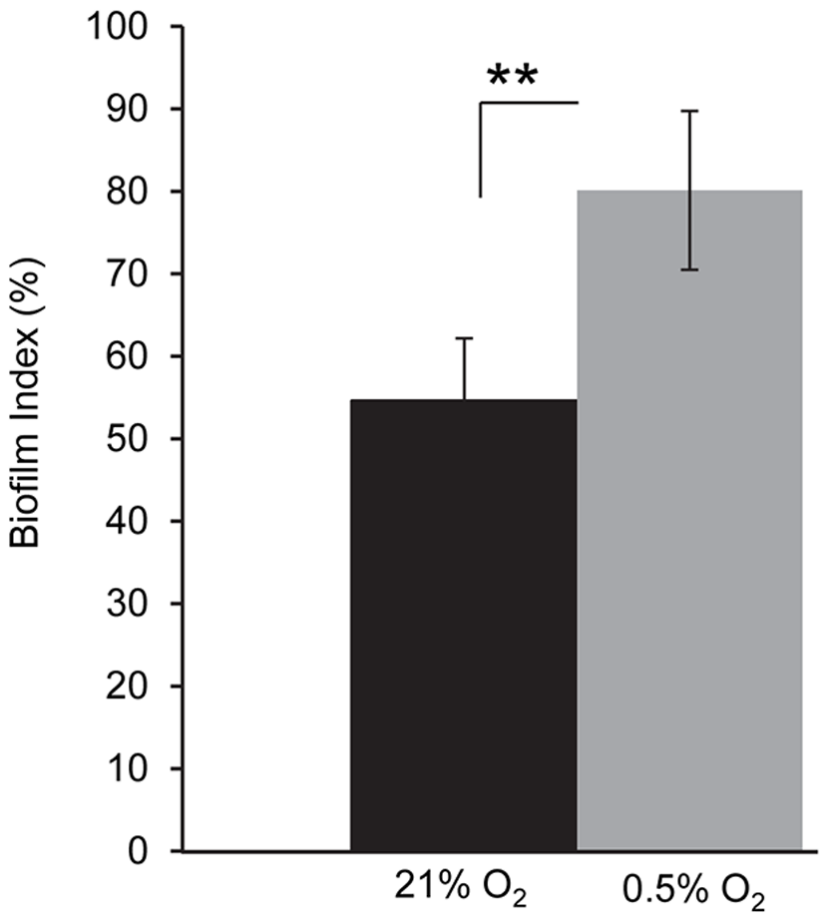
Influence of oxygen on biofilm formation in *B. cenocepacia* H111. Biofilm formation in ABC minimal medium. *B. cenocepacia* H111 was grown in 96-well plates under aerobic (black) or in micro-oxic (grey) conditions created in a CampyGen compact system (oxoid). Whiskers indicate SD, n = 3.

The production of extracellular factors such as cellulases, proteases, lipases, was also investigated. These assays revealed that proteolytic activity was significantly higher under micro-oxic conditions (p-value<0.01, Figure 3) while lipolytic and cellulolytic activities remained constant and were independent of the oxygen level. To examine whether cells that were grown with low oxygen were also more resistant to antibiotics, we exposed cells grown micro-oxically and aerobically on plates to the aminoglycosides kanamycin, gentamycin and to tetracycline. Cells grown micro-oxically showed an increased resistance to all tested aminoglycosides as well as to tetracycline (Figure 4).

**Figure 3:**
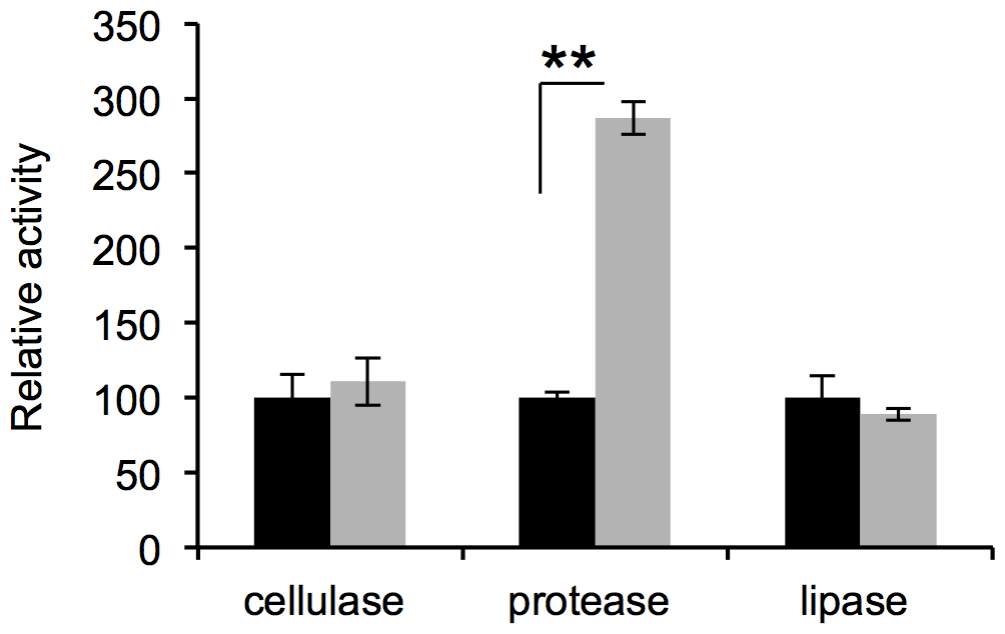
Protease activity is increased in micro-oxia. The exoenzymes cellulase, protease and lipase were measured in supernatants of aerobic (black) and micro-oxic (grey) growing cells as described in material and methods. The activity in the supernatant of aerobic cells was set to 100%. Whiskers indicate SD, n = 6.

**Figure 4:**
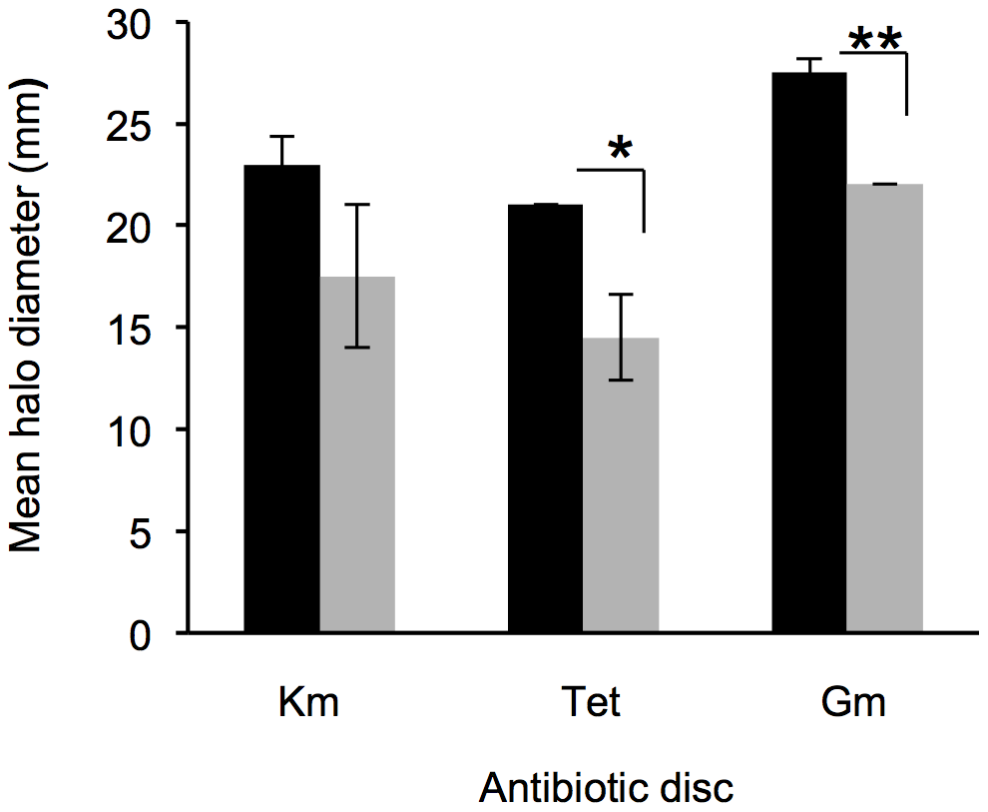
Oxygen-dependent antibiotic resistance profile of *B. cenocepacia* H111. Discs containing 30 µg Kanamycin, 30 µg Tetracycline or 10 µg Gentamycin, respectively, were placed on a plate containing *B. cenocepacia* H111 strain. Plates were incubated aerobically (black) or micro-oxically (grey) and mean halo diameters were determined. Whiskers indicate SD, n = 3.

### Oxygen availability affects metabolic pathways

The metabolism of *B. cenocepacia* H111 grown under aerobic and micro-oxic conditions was compared using Biolog plates for carbon (C) and nitrogen (N) utilization. In these assays the strain's ability to oxidize 190 carbon and 95 nitrogen substrates was tested. An overview of all significant differences in C and N-source utilization under aerobic versus micro-oxic conditions is presented in Table 1. Interestingly, H111 was able to metabolize approximately 70% of the tested C- sources and around 90% of the investigated N-sources. We observed that micro-oxic cells grew to a 4-fold higher optical density (OD_600_) on inosine and to a 2-fold greater OD on adenosine, tricarballylic acid, malonic acid and succinamic acid compared to aerobically growing cells. For the utilization of N-sources we found a 2-fold increased respiration of ethylendiamine and D, L-α- amino-caprylic acid under micro-oxia.

**Table 1:** List of carbon- and nitrogen compounds that were differentially used in micro-oxic versus aerobic conditions.

	Aerobiosis		Micro-oxia	
Plates	3×increased	2×increased	4×increased	2×increased
	Glycyl-L-aspartic acid	α-hydroxy glutaric acid-γ lactone	Inosine	Adenosine
C-source		Propionic acid		Tricarballylic acid
		2-hydroxy benzoic acid		Malonic acid
		β-hydroxy butyric acid		2-deoxy-D-ribose
		L-Lysine		Succinamic acid
N-source		Alloxan		Ethylendiamine
		D-glucosamine		D,L-α-amino-caprylic acid
		Guanine		
		Agmatine		

Biolog plates PM1 and PM2a were used for C-source profiling and plate PM3b for N-sources utilization.

### Global transcript and protein expression changes in response to low oxygen

To investigate the underlying molecular mechanisms of the observed phenotypic alterations under micro-oxic conditions we performed a transcriptomic as well as a proteomic analysis. 

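For the transcriptomic part, strain H111 was grown in LB medium at 37°C with 21% oxygen to an OD600 of 0.8 (aerobic) or with 0.5% oxygen to an OD600 of 0.4 (micro-oxic). The cultures thus differed in cell density at harvest as well as in oxygen. By the paper's description they also differed in generation time, vessel and shaking. Total RNA was poly(A)-tailed and copied into cDNA with an oligo(dT) primer, the cDNA was amplified by PCR, and 1 library per condition was sequenced on an Illumina instrument. The authors mapped the reads to the H111 draft genome with CLC Genomics Workbench. The deposited tables list 7324 features on 62 contigs, each with its number of uniquely mapped reads, its total number of reads (which includes reads mapped to several places) and its RPKM, a read density scaled to gene length and library size. Of these features, 7258 carry a protein identifier and were taken as the genes, and 66 do not. The aerobic library had 806154 reads over all features and 188975 on genes, and the micro-oxic library had 939703 and 265556. The 6 largest features without a protein identifier took 75.7% of the aerobic and 71.4% of the micro-oxic reads. The median gene had 5 reads in the aerobic and 6 reads in the micro-oxic library. The smallest share of the gene reads that these depths can show, 3 reads, was 0.00159% aerobically and 0.00113% micro-oxically. Total reads were used below, and they differed from the unique reads for 20 genes in the aerobic and 21 genes in the micro-oxic library. The counts were scaled by size factors from the median of ratios over all genes, with an aerobic to micro-oxic factor ratio of 0.890. The ratio of the gene reads themselves was 0.712. Log2 ratios compare micro-oxic with aerobic scaled counts after addition of 0.5 read to each count. Their 95% intervals were computed from the exact binomial (Clopper-Pearson) interval of the micro-oxic share of the reads of a gene. With 1 library per condition there was no replicate error for any transcript value. The intervals cover counting error only, and reads amplified by PCR are not independent molecules.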

For a global profiling of transcript and protein levels, aerobic and micro-oxic cells were grown to the late exponential phase (OD_600_ of 0.8 and 0.4, respectively, Figure 1). Total protein extracts and RNA were obtained from matched samples and further processed (see Methods). To enable detection of low abundance proteins, samples were subfractionated and analyzed using an exclusion list approach [29]. The analysis of cytoplasmic, extracellular and membrane fractions identified a total of 2128 proteins (1726 in oxia, 1911 in micro-oxia). We used DESeq [30] to generate a list of differentially expressed proteins (or genes, see below), ranked according to statistical significance (see Methods). Of the top 58 differentially expressed proteins (Figure 5) the majority (41) were up-regulated in micro-oxia. A global transcript profile analysis of the same samples identified 3806 and 4133 genes expressed aerobically and micro-oxically, respectively. 

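Of the 7258 genes, 5968 had at least 1 read in the aerobic library and 6197 in the micro-oxic library, and 1290 and 1061 genes, respectively, had no read. The minimum number of reads moved these counts most. With at least 2 reads, 5200 genes were counted aerobically and 5443 micro-oxically. With at least 5 reads, 3808 genes were counted aerobically and 4135 micro-oxically. The 2 counts were not adjusted for depth, and the micro-oxic library had 265556 reads on genes and the aerobic library 188975.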

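The DESeq procedure for 1 library against 1 was rebuilt from its description, with the dispersion estimated from both libraries as if they were replicates, and was applied to the 5077 genes with 5 or more reads over both libraries. At an unadjusted p-value under 0.2, 667 genes were counted, of which 440 (66.0%) were higher and 227 were lower in the micro-oxic library. These calls compare 2 libraries, not 2 conditions. With counts scaled by the total reads on genes, 325 genes were higher and 346 were lower. The genes of lowest p-value that were higher in the micro-oxic library were the porin gene BCAM2462 (11 aerobic and 682 micro-oxic reads), the manganese catalase gene BCAS0635 (0 and 76 reads), the permease gene BCAS0602 (0 and 67 reads), the zinc-regulated outer membrane receptor gene BCAM1571 (10 and 417 reads) and the alanine dehydrogenase gene BCAM1353 (0 and 50 reads). Those of lowest p-value that were lower were the flagellar genes fliI (40 and 0 reads), flhF (80 and 2 reads), fliM (184 and 10 reads) and flgJ (66 and 3 reads) and the pyochelin synthetase gene pchF (73 and 3 reads). Their log2 ratios ranged from 5.15 to 7.09 in the first list and from -6.51 to -4.30 in the second.

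**Figure D1:**
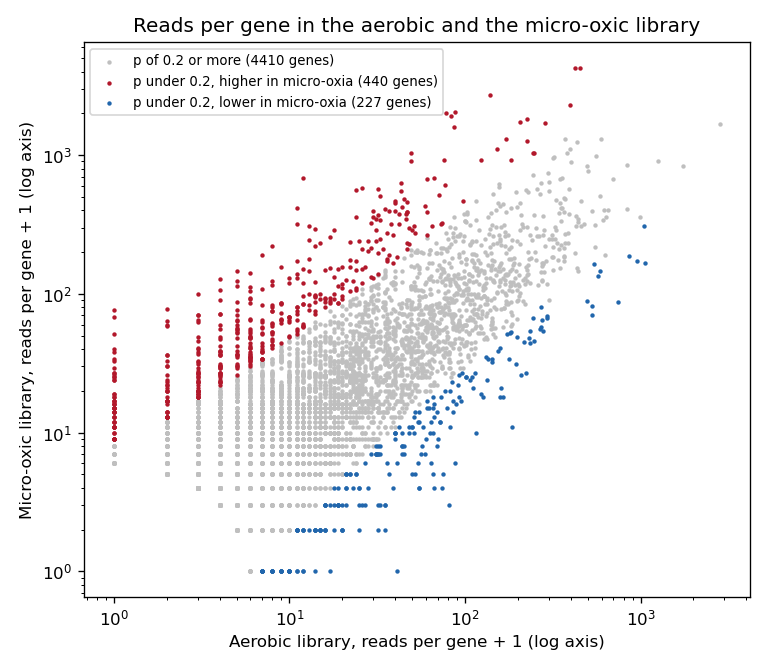
Reads per gene plus 1 in the aerobic library (x axis) and in the micro-oxic library (y axis), both on log axes. Each point is 1 of the 5077 genes tested. The 440 genes higher in micro-oxia at a p-value under 0.2 are red, the 227 lower genes are blue and the others are grey, and many of the coloured genes had few reads in 1 of the libraries.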

Of the 123 top differentially expressed genes identified by DESeq, 102 were up-regulated in micro-oxia. Importantly, of the 58 differentially expressed proteins, 51 were also found to be similarly regulated at the transcript level. 

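Table 2 prints 57 proteins in bold, 40 up-regulated and 17 down-regulated by the paper's protein values. The transcript of 50 of them (87.7%, 95% Clopper-Pearson interval 76.3% to 94.9%) changed in the same direction as the protein, and for 41 of these 50 the 95% interval of the log2 ratio lay apart from 0. The other 7 changed in the opposite direction. For 4 of the 7 the interval lay apart from 0, namely BCAL1258 (112 aerobic and 193 micro-oxic reads, log2 ratio 0.61), BCAL0342 (369 and 232 reads, -0.84), BCAL3243 (223 and 555 reads, 1.15) and CCE52465 (37 and 18 reads, -1.19). For BCAL2645, BCAL0343 and CCE51201 the direction was within counting error. With counts scaled by the total reads on genes, 51 of the 57 changed in the same direction. Of the 57 genes, 22 were among the 667 called at a p-value under 0.2.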

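Of the 176 genes of Table 2, 138 had a higher and 38 a lower transcript level in the micro-oxic library (137 and 39 with counts scaled by the total reads on genes). Apart from the proteins in bold and the universal stress protein gene CCE47250, the table lists 118 genes, 98 of them higher and 20 lower. The 98 higher genes had a median of 5.5 aerobic and 120 micro-oxic reads. In the aerobic library, 49 of the 98 had 5 or fewer reads and 15 had 0 reads. The 20 lower genes had a median of 64 aerobic and 3 micro-oxic reads, and 16 of them had 5 or fewer micro-oxic reads.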

Altogether, we obtained a list of 176 genes and/or proteins that were differentially regulated by low-oxygen (Table 2). 

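The 4 transporter genes had few aerobic reads. BCAL0447 had 0 aerobic and 39 micro-oxic reads, BCAS0602 had 0 and 67, BCAS0081 had 7 and 219 (log2 ratio 4.70, 95% interval 3.73 to 6.13) and BCAS0451 had 4 and 87 (4.11, 2.87 to 6.18). Of the 8 porin and outer membrane protein genes of Table 2, 5 were higher and 3 lower in the micro-oxic library. Among the cepacian genes, BCAM1004 had 6 aerobic and 82 micro-oxic reads (log2 ratio 3.50, interval 2.42 to 5.09) and BCAM1005 had 0 and 28. The increase of BCAM1010, from 5 to 15 reads, was within counting error (1.33, interval -0.12 to 3.23). Of 7 genes of Table 2 with the word protease in their description, 6 were higher and the extracellular protease gene BCAM1744 was lower (65 and 4 reads). The 7 include ATP-binding subunits and an adaptor protein of proteases. The isocitrate lyase gene BCAL2118 had 5 aerobic and 140 micro-oxic reads (log2 ratio 4.51, interval 3.38 to 6.28).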

Among them, 139 genes/proteins (78%) were up-regulated in micro-oxia, including several transporters (BCAL0447, BCAS0081, BCAS0451, BCAS0602) and outer membrane proteins, genes involved in synthesis of the EPS cepacian (BCAM1004-1005 and BCAM1010), several proteases (Table 2) and an isocitrate lyase (ICL, BCAL2118). Several genes/proteins involved in reactive oxygen species (ROS) scavenging such as catalases, the alkyl hydroperoxide reductase AhpC and several thioredoxins showed increased expression in low-oxygen conditions. 

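The 2 catalase genes of Table 2 were higher in the micro-oxic library. The manganese catalase gene BCAS0635 had 0 aerobic and 76 micro-oxic reads. The catalase/peroxidase gene BCAL3299 had 19 and 40 reads, a log2 ratio of 0.89 with a 95% interval of 0.08 to 1.78. BCAL3299 was not among the genes called at a p-value under 0.2. Another catalase gene, BCAL3477, had 1 read in each library, which is too few to show a change. The alkyl hydroperoxide reductase gene BCAL1070 had 17 aerobic and 286 micro-oxic reads (log2 ratio 3.87, interval 3.20 to 4.70). The thioredoxin genes BCAL2780 (34 and 406 reads, 3.39, interval 2.90 to 3.96) and BCAL3271 (16 and 256 reads, 3.79, interval 3.10 to 4.66) were also higher. In the readable part of Table S1, which lists 1998 genes, 4 more genes are annotated as thioredoxin, thioredoxin reductase or thiol-disulfide isomerase. All 4 were higher, but with counts scaled by the total reads on genes 1 of them, BCAM1339 (7 and 10 reads), was lower. For 2 of the 4 the interval included 0. Their median log2 ratio was 1.73, at percentile 96.9 of 10000 random lists of genes of like expression, drawn from all contigs.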

Among the highly up-regulated transcriptional regulators was the FNR-type regulator BCAM0049 as well as the *rpoS* homolog BCAM1259. 

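BCAM0049 had 245 aerobic and 1035 micro-oxic reads, a log2 ratio of 1.91 with a 95% interval of 1.71 to 2.12. With counts scaled by the total reads on genes, its log2 ratio was 1.59, outside that interval. BCAM1259 had 3 aerobic and 89 micro-oxic reads, a log2 ratio of 4.51 with an interval of 3.13 to 7.03.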

A functional classification based on proNOG categories of the EggNOG resource [31] (see Methods) revealed that genes/proteins involved in post-translational modification, protein turnover and chaperones (category O) are over-represented in the list of genes/proteins that are up-regulated by low oxygen. In contrast, the functional categories “cell motility (category N)” and “inorganic ion transport and metabolism (category P) are enriched in the dataset of genes/proteins down-regulated in micro-oxia.

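The proNOG categories could be read for a part of the genes only, since 1998 rows of Table S1 were used here. Of the 1129 genes with a category there and 5 or more reads, 35 (3.10%) belong to category O. Among the 117 of these genes that were higher in the micro-oxic library at a p-value under 0.2, 4 (3.42%, 95% Clopper-Pearson interval 0.94% to 8.52%) belong to category O, as many as the median of 10000 random lists of genes of like expression (percentile 44.4). Of the 17 higher category O genes listed in Table 2, 1 lies in the part of Table S1 used. By the categories of Table 2, category O holds 17 of the 138 listed genes with a higher transcript level (12.3%, interval 7.34% to 19.0%). They include BCAL1919 (clpB) with 87 aerobic and 2038 micro-oxic reads (log2 ratio 4.37), the chaperone gene BCAL3270 (dnaK) with 422 and 4226 reads (3.15), BCAL3146 (groEL) with 27 and 202 reads (2.71) and the small heat shock protein genes BCAL1233 (4 and 146 reads) and BCAL1234 (3 and 126 reads). All 8 chaperone and heat shock genes of Table 2 were higher, with a median log2 ratio of 3.98. In the part of Table S1 used, annotation words for chaperone or heat shock genes matched 6 genes with 5 or more reads. Of these, 3 were higher and 3 lower, and their median log2 ratio was 0.02. The highest, BCAM1351 (5 and 91 reads, 3.89), is annotated as a DnaK suppressor protein, not as a chaperone or heat shock gene. For the 2 other higher genes the interval included 0. The median of the set was negative in 6 alternatives, lowest at -0.63 with a minimum of 10 reads.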

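Of the 65 genes with a category in the part of Table S1 used that were lower in the micro-oxic library at a p-value under 0.2, 18 (27.7%, 95% Clopper-Pearson interval 17.3% to 40.2%) belong to category N, against 29 of the 1129 genes of the background (2.57%). None of 10000 random lists of genes of like expression held more than 9. Category P holds 3 of the 65 (4.62%, interval 0.96% to 12.9%) and 70 of the 1129 (6.20%), and the median random list also held 3. By the categories of Table 2, category N and category P each hold 7 of the 38 listed genes with a lower transcript level (18.4%). Of these, 6 in category N and 2 in category P lie in the part of Table S1 used. The 30 flagellar genes there had a median log2 ratio of -3.13, below all 10000 random lists, and 28 of them were lower in the micro-oxic library (29 with counts scaled by the total reads on genes). The median stayed between -3.46 and -2.98 under the other scalings, pseudocounts and read filters. These genes lie in clusters, 23 of the 30 on contig 19 and the others on contig 18, so they are not independent draws as the genes of a random list are. When the whole set was shifted along the genes so that neighbours stayed together, none of 5076 shifts gave a median as low.

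**Figure D2:**
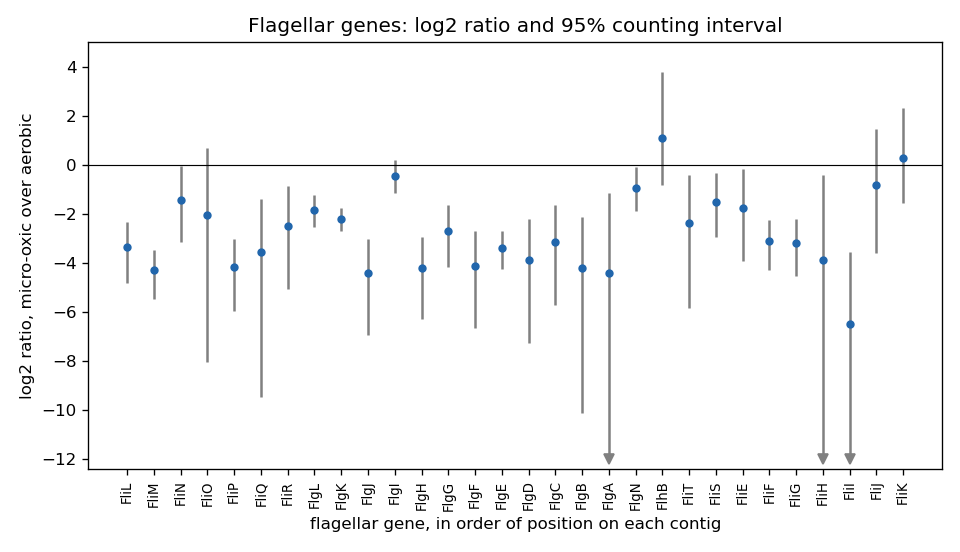
Log2 ratio (y axis, micro-oxic over aerobic) of the 30 flagellar genes in the part of Table S1 used, in order of their position on each contig (x axis). Points are single values from 1 library per condition, lines are 95% counting intervals and arrows mark intervals open below. All but 2 points, FlhB and FliK, lie below 0, and FliK lies below 0 too with counts scaled by the total reads on genes.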

**Figure 5:**
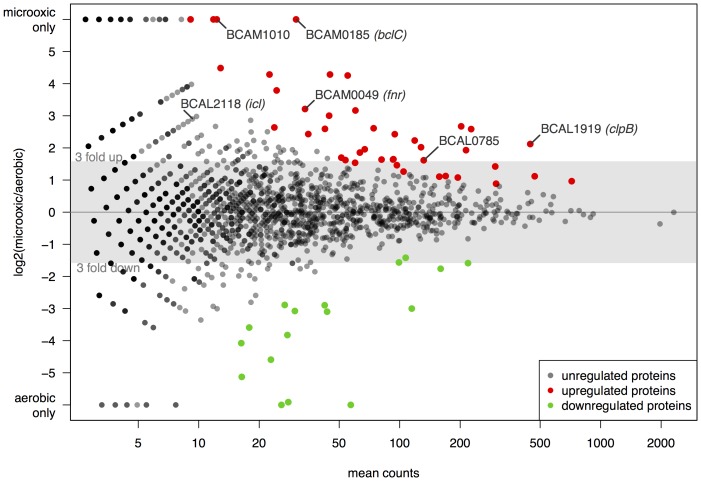
Differential protein expression under micro-oxic and aerobic conditions. MA plot showing the log2 fold change in protein expression of *B. cenocepacia* H111 grown under micro-oxic versus aerobic conditions. The top regulated proteins are shown in color: proteins with increased expression under micro-oxic conditions are indicated in red, down-regulated proteins in green.

**Table 2:** List of 176 *B. cenocepacia* H111 genes/proteins that showed differential expression in micro-oxic (M) conditions compared to aerobic (A) conditions (DESeq analysis, p-value<0.15 for proteomics and p-value<0.2 for RNA-Seq).

Locus ID^a^	Orthologs J2315^b^	Description^a^	Tp^c^	Proteome FC(M/A)^d^	RNASeq FC(M/A)^e^
Amino acid transport and metabolism					
**CCE49364**	**BCAL0010**	**Phenylalanine-4-hydroxylase**		**3.2**	**1.4**
CCE53410	BCAL0705	D-alanine aminotransferase		-1.2	17.4
**CCE52708**	**BCAL2198**	**Cysteine desulfurase, IscS subfamily**		**−7.5**	**−2.4**
CCE50178	BCAL2213	Oligopeptidase A		1.5	11.7
***CCE48700***	***BCAM1111***	***Ornithine decarboxylase***		***6.1***	***2.5***
***CCE48699***	***BCAM1112***	***Arginine decarboxylase/Ornithine decarboxylase***		***6.0***	***2.2***
CCE47458	BCAM1306	Amino acid permease	TM	nd	16.6
*CCE47406*	*BCAM1353*	*Alanine dehydrogenase*		*nd*	*M only*
**CCE46974**	**BCAM1735**	**Glucose dehydrogenase, membrane-bound,flavoprotein**	**TM**	**−60.3**	**−1.4**
CCE53212	BCAM2094	Glutamine synthetase family protein		nd	15.1
CCE47595	BCAM2482	Agmatinase		nd	19.8
CCE51862	BCAS0081	ABC transporter		nd	27.9
CCE52306	BCAS0451	ABC transporter ATP-binding protein		nd	19.4
CCE52596	BCAS0602	Permease of the metabolite transporter (DMT) superfamily	TM	nd	M only
Energy production and conversion					
*CCE49315*	*BCAL0052*	*D-2-hydroxyglutarate dehydrogenase*		*nd*	*15.0*
*CCE48192*	*BCAL0522*	*Flagellum-specific ATP synthase FliI*		*nd*	*A only*
**CCE48177**	**BCAL0536**	**Ferredoxin–NADP(+) reductase**		**3.1**	**1.4**
***CCE53334***	***BCAL0785***	***Cytochrome d ubiquinol oxidase subunit I***	***TM***	***3.1***	***6.7***
**CCE50746**	**BCAL1831**	**Aldehyde dehydrogenase**		**3.1**	**1.3**
*CCE52795*	*BCAL2118*	*Isocitrate lyase*		*7.5*	*24.9*
**CCE49032**	**BCAL2685**	**Sulfite reductase [NADPH] hemoprotein β-component**		**−16.9**	**−1.5**
CCE51244	BCAL3285	Flavohemoprotein		nd	51.7
**CCE46730**	**BCAM0175**	**Malate:quinone oxidoreductase**	**S**	**−8.4**	**−3.6**
**CCE47517**	**BCAM1250**	**Acetyl-CoA hydrolase**		**9.0**	**5.5**
**CCE47209**	**BCAM1537**	**Putative oxidoreductase YncB**		**6.0**	**9.4**
***CCE47172***	***BCAM1570***	***Alcohol dehydrogenase***		***4.7***	***7.6***
***CCE47153***	***BCAM1581***	***Phosphoenolpyruvate carboxykinase [GTP]***		***8.0***	***5.6***
***CCE46975***	***BCAM1734***	***Glucose dehydrogenase***	***S***	***−7.4***	***−8.3***
*CCE53213*	*BCAM2093*	*Salicylate hydroxylase*		*nd*	*28.5*
**CCE46457**	**BCAM2710**	**Protein acetyltransferase**		**19.5**	**1.9**
CCE51861	BCAS0080	FAD-dependent NAD(P)-disulphide oxidoreductase		nd	28.1
Nucleotide transport and metabolism					
CCE47622	BCAM2458	Adenosine deaminase		nd	31.2
CCE48624	BCAM0402	Cytidine/deoxycytidylate deaminase family protein		nd	20.8
Carbohydrate transport and metabolism					
CCE51300	BCAL3342	Phosphoglycerate mutase		1.8	−19.1
CCE46772	BCAM0154	4-deoxy-L-threo-5-hexosulose-uronate ketol-isomerase		nd	16.9
Coenzyme transport and metabolism					
*CCE49767*	*BCAL2975*	*Periplasmic molybdate-binding domain protein*		*nd*	*17.3*
**CCE49194**	**BCAM0010**	**2-amino-3-ketobutyrate coenzyme A ligase**		**2.9**	**1.7**
Lipid transport and metabolism					
**CCE49544**	**BCAL1863**	**Polyhydroxyalkanoic acid synthase**		**6.2**	**1.4**
*CCE48735*	*BCAM1005*	*O-antigen acetylase*	*TM*	*nd*	*M only*
CCE53016	BCAM2232	2,3-dihydroxybenzoate-AMP ligase siderophore		nd	−38.2
Translation, ribosomal structure and biogenesis					
CCE49086	BCAL0231	Translation elongation factor G		1.4	9.9
Transcription					
*CCE49231*	*BCAL0124*	*Flagellar transcriptional activator FlhD*		*nd*	*−19.1*
**CCE48084**	**BCAL0625**	**Transcriptional regulator**		**M only**	**1.6**
CCE51487	BCAL1210	Transcriptional regulators, LysR family		nd	14.8
***CCE46853***	***BCAM0049***	***Transcriptional regulator, CRP family***		***9.3***	***3.8***
CCE46759	BCAM0167	Transcriptional regulator, LysR family		nd	21.4
CCE48623	BCAM0403	Acetyltransferase		nd	22.9
CCE48936	BCAM0751	Transcriptional regulator, LysR family		nd	11.7
CCE47511	BCAM1257	Transcriptional regulator, MerR family		nd	M only
*CCE47508*	*BCAM1259*	*RpoD-related RND polymerase sigma factor*		*nd*	*26.4*
CCE47210	BCAM1536	Transcriptional regulator, TetR family		1.7	20.7
CCE52597	BCAS0603	Transcriptional regulator, AraC family		nd	28.1
CCE53209		Transcriptional regulator, TetR family		nd	14.6
Replication, recombination and repair					
CCE52866	BCAL2278	Transposase		nd	9.7
CCE47509	BCAM1258	Putative DNA polymerase family X		nd	18.5
Cell wall/membrane/envelope biogenesis					
*CCE50995*	*BCAL0940*	*Membrane carboxypeptidase (penicillin-binding protein)*	*TM*	*nd*	*11.0*
**CCE51437**	**BCAL1258**	**Membrane-bound murein transglycosylase D precursor**		**−35.0**	**1.5**
**CCE47918**	**BCAL1493**	**Putative transmembrane protein**		**−3**	**−1.5**
***CCE50748***	***BCAL1829***	***Outer membrane protein W precursor***	***S***	***6.4***	***3.8***
***CCE50709***	***BCAL2645***	***Outer membrane protein***	***TM***	***3.1***	***−1.2***
***CCE49628***	***BCAL2783***	***Cyclopropane-fatty-acyl-phospholipid synthase***		***5.4***	***3.6***
**CCE49806**	**BCAL3008**	**Outer membrane protein (porin)**	**S**	**2.1**	**2.1**
**CCE51186**	**BCAL3204**	**Peptidoglycan-associated lipoprotein precursor**	**S**	**−2.7**	**−1.3**
*CCE48736*	*BCAM1004*	*GDP-mannose 4,6 dehydratase*		*M only*	*12.2*
**CCE48728**	**BCAM1010**	**UTP–glucose-1-phosphate uridylyltransferase**		**M only**	**2.7**
**CCE47356**	**BCAM1398**	**Outer membrane protein (porin)**	**S**	**−3.4**	**−4.1**
CCE46444	BCAM2723	Outer membrane porin, OprD family	S	nd	20.1
Cell motility					
*CCE51168*	*BCAL0142*	*Flagellar biosynthesis protein FlhF*		*4.4*	*−44.9*
*CCE48144*	*BCAL0567*	*Flagellar hook protein FlgE*		*−2.2*	*−10.8*
*CCE48143*	*BCAL0568*	*Flagellar basal-body rod protein FlgF*		*nd*	*−20.2*
*CCE48141*	*BCAL0570*	*Flagellar L-ring protein FlgH*	*S*	*−2.1*	*−20.8*
*CCE48139*	*BCAL0572*	*Flagellar protein FlgJ [peptidoglycan hydrolase]*		*nd*	*−24.7*
*CCE47986*	*BCAL3503*	*Flagellar biosynthesis protein FliP*	*TM*	*nd*	*−19.5*
CCE47983	BCAL3506	Flagellar motor switch protein FliM		−1.4	−20.7
**CCE53442**	**BCAL1677**	**Type 1 fimbriae major subunit FimA**	**S**	**1.8**	**M only**
Posttranslational modification, protein turnover, chaperones					
CCE48216	BCAL0500	ATP-dependent hsl protease ATP-binding subunit HslU		1.3	13.3
CCE51547	BCAL1070	Alkyl hydroperoxide reductase subunit C-like protein	S	1.0	15.0
*CCE51462*	*BCAL1233*	*Molecular chaperone (small heat shock protein)*		*2.1*	*32.5*
*CCE51461*	*BCAL1234*	*Molecular chaperone (small heat shock protein)*		*5.3*	*37.4*
***CCE49486***	***BCAL1919***	***ClpB protein***		***4.3***	***20.9***
**CCE49077**	**BCAL2730**	**ATP-dependent protease ATP-binding subunit ClpA**		**3.9**	**7.2**
CCE49078	BCAL2731	ATP-dependent Clp protease adaptor protein ClpS		2.5	11.0
*CCE49625*	*BCAL2780*	*Thioredoxin domain-containing protein EC-YbbN*		*1.7*	*10.6*
**CCE52629**	**BCAL3146**	**Heat shock protein 60 family chaperone GroEL**		**2.7**	**6.7**
CCE51225	BCAL3269	Chaperone protein DnaJ		1.7	12.2
**CCE51226**	**BCAL3270**	**Chaperone protein DnaK**		**2.0**	**8.9**
CCE51227	BCAL3271	Thiol-disulfide isomerase and thioredoxins		nd	14.3
CCE51228	BCAL3272	Heat shock protein GrpE		1.1	9.7
CCE47165	BCAM0309	Cell division protein FtsH	TM	nd	17.5
CCE48963	BCAM0727	Membrane protease subunits, stomatin/prohibitin homologs		nd	68.6
CCE46962	BCAM1744	Extracellular protease precursor	S	1.3	−18.2
CCE52630	BCAS0638	Heat shock protein 60 family co-chaperone GroES		2.2	27.6
CCE52633	BCAS0641	serine protease		nd	56.1
Inorganic ion transport and metabolism					
CCE49312	BCAL0055	Copper-translocating P-type ATPase	TM	1.5	11.5
CCE52829	BCAL0447	Ferric iron ABC transporter, permease protein	TM	nd	M only
CCE51464	BCAL1231	Integral membrane protein TerC	TM	nd	M only
**CCE49029**	**BCAL2682**	**Sulfate adenylyltransferase subunit 2**		**−14.2**	**−2.5**
**CCE51255**	**BCAL3299**	**Catalase/Peroxidase**		**2.4**	**1.9**
***CCE48540***	***BCAM0491***	***Outer membrane vitamin B12 receptor BtuB***	***S***	***−24.1***	***−2.1***
**CCE48794**	**BCAM0948**	**Outer membrane protein NosA precursor**		**−8.0**	**−14.2**
***CCE47584***	***BCAM1187***	***Ferrichrome-iron receptor***		***A only***	***−10.9***
*CCE47171*	*BCAM1571*	*Zinc-regulated outer membrane receptor*		*M only*	*37.1*
***CCE49127***	***BCAM2007***	***Ferrichrome-iron receptor***	***S***	***A only***	***−13.8***
CCE53024	BCAM2224	Outer membrane receptor for ferric-pyochelin FptA	S	nd	−20.2
***CCE47643***	***BCAM2439***	***Ferrichrome-iron receptor***	***S***	***−3.0***	***−7.3***
CCE52627	BCAS0635	Manganese catalase		nd	M only
Secondary metabolites biosynthesis, transport and catabolism					
CCE53019	BCAM2230	Dihydroaeruginoate synthetase PchE		nd	−14.3
CCE53020		Pyochelin synthetase PchF		nd	−27.3
Signal transduction mechanisms					
***CCE53457***	***BCAL1663***	***Serine protein kinase (PrkA protein)***		***19.5***	***16.5***
***CCE52508***	***BCAM0276***	***Universal stress protein UspA***		***4.1***	***14.1***
*CCE50874*	*BCAM0877*	*Diadenosine tetraphosphatase*		*nd*	*M only*
CCE46268	BCAM2563	Aerotaxis sensor receptor protein	TM	nd	10.3
Intracellular trafficking, secretion, and vesicular transport					
***CCE47881***	***BCAL1529***	***Type II/IV secretion system ATPase TadZ***		***22.4***	***1.5***
CCE53120	BCAM2140	HlyD family secretion protein	TM	nd	30.7
Others					
CCE49314	BCAL0053	Transcriptional regulator, PadR family		1.1	12.3
CCE51109	BCAL0213	Phenylacetate-CoA oxygenase, PaaJ subunit		nd	−34.8
CCE51108	BCAL0214	Phenylacetate-CoA oxygenase, PaaI subunit		2.9	−10.4
**CCE46576**	**BCAL0342**	**Uncharacterized protein ImpC**		**2.2**	**−1.8**
**CCE46575**	**BCAL0343**	**Uncharacterized protein ImpD**		**2.2**	**−1.0**
*CCE48020*	*BCAL0683*	*Hypothetical protein I35_1851*		*nd*	*20.6*
*CCE53333*	*BCAL0786*	*Hypothetical protein I35_7268*	*TM*	*nd*	*10.0*
CCE51079	BCAL0860	Staphylolytic protease preproenzyme LasA		nd	14.3
CCE50996	BCAL0939	Gfa-like protein		nd	12.2
CCE51463	BCAL1232	Hypothetical protein I35_5360		nd	M only
**CCE51401**	**BCAL1294**	**VgrG protein**		**13.8**	**2.6**
CCE51631	BCAL1463	Ribonuclease BN	TM	nd	21.7
*CCE53456*	*BCAL1664*	*Hypothetical protein I35_7395*		*nd*	*16.7*
*CCE53455*	*BCAL1665*	*SpoVR-like protein*		*nd*	*16.4*
***CCE50747***	***BCAL1830***	***Dioxygenase,2-nitropropane dioxygenase-like***		***19.1***	***1.8***
CCE50719	BCAL1857	Hypothetical protein I35_4602	TM	nd	16.0
**CCE52700**	**BCAL2206**	**Granule-associated protein**		**3.1**	**9.5**
CCE50568	BCAL2439	Hypothetical protein I35_4448	TM	nd	12.9
CCE49604	BCAL2760	UPF0434 protein YcaR		−3.0	A only
**CCE49988**	**BCAL3178**	**Transcriptional regulator**		**2.8**	**1.7**
***CCE51204***	***BCAL3243***	***Capsular polysaccharide biosynthesis/export protein***		***−8.6***	***2.2***
*CCE46874*	*BCAM0028*	*Hypothetical protein I35_0684*		*nd*	*31.2*
*CCE46761*	*BCAM0165*	*Hypothetical protein I35_0571*		*nd*	*−14.1*
**CCE46721**	**BCAM0185**	**Lectin BclC**		**M only**	**7.1**
CCE48935	BCAM0752	Hydrolase-related protein		nd	15.2
CCE47460	BCAM1304	Phage-related protein		nd	10.6
CCE47459	BCAM1305	hypothetical protein I35_1271		nd	10.8
*CCE47408*	*BCAM1351*	*DnaK suppressor protein*		*nd*	*16.2*
*CCE47407*	*BCAM1352*	*DNA-dependent DNA polymerase family X*		*nd*	*27.2*
*CCE47250*	*BCAM1500*	*Universal stress protein family*		*5.4*	*5.6*
CCE47213	BCAM1534	Chromosome segregation ATPases		nd	43.6
CCE47212	BCAM1535	Hypothetical protein I35_1024	S	nd	18.0
*CCE47173*	*BCAM1569*	*Neuraminidase (sialidase)*	*S*	*nd*	*13.9*
*CCE50317*	*BCAM1926*	*CBS domain protein*		*1.2*	*10.2*
CCE53123	BCAM2137	Transcriptional regulatory protein		nd	20.0
CCE53121	BCAM2139	Eukaryotic putative RNA-binding region RNP-1 signature		nd	M only
*CCE53091*	*BCAM2167*	*Hypothetical protein I35_7022*		*nd*	*15.6*
CCE53041	BCAM2210	Hypothetical protein I35_6972	TM	nd	M only
CCE47618	BCAM2462	Outer membrane protein (porin)	S	nd	55.2
CCE47617	BCAM2463	Hypothetical protein I35_1430		nd	10.2
CCE51782	BCAS0002	Chromosome (plasmid) partitioning protein ParB		1.3	19.1
CCE51864	BCAS0082	Hydrolases of the alpha/beta superfamily	TM	nd	21.1
*CCE52109*	*BCAS0293*	*AidA*		*2.2*	*M only*
CCE52595	BCAS0601	Putative ATP/GTP-binding protein		nd	28.5
CCE52677	BCAS0723	Putative cytoplasmic protein		nd	30.7
**CCE46207**		**Outer membrane protein (porin)**	**S**	**2.2**	**2.0**
CCE46671		Hypothetical protein I35_0480		nd	−9.6
CCE47170		Hypothetical protein I35_0982		nd	52.5
CCE47794		Hypothetical protein I35_1612		nd	M only
CCE48729		Hypothetical protein I35_2566	TM	nd	M only
CCE50639		Shufflon-specific DND recombinase		nd	10.6
**CCE51201**		**Capsular polysaccharide export system protein KpsE**	**TM**	**−12.1**	**1.2**
CCE52058		Quinone oxidoreductase (NADPH:quinone reductase)		nd	14.0
CCE52231		Histone acetyltransferase HPA2		nd	M only
**CCE52465**		**29 kDa antigen**		**3.6**	**−2.3**
**CCE52505**		**Regulator of competence-specific genes**		**M only**	**15.4**
CCE52619		TPR repeat protein, SEL1 subfamily	S	nd	17.1
CCE52635		Hypothetical protein I35_6546		nd	16.3
CCE52659		Tannase precursor		nd	24.9
CCE52669		Hypothetical protein I35_6580		nd	23.4
CCE53181		Cyclohexanone monooxygenase		nd	31.2
**CCE53450**		**Large exoproteins involved in heme utilization**		**3.8**	**1.9**

a Nomenclature and description according to GenBank file CAFQ01000001.1.

b Orthologs were identified as described in the Material and Methods section.

c Predicted topology (Tp) according to SignalP v4.0 (secreted proteins, S) and TMHMM v2.0 (transmembrane, TM).

d Fold change (FC) of protein expression, comparing micro-oxically (M) with aerobically (A) grown wild-type strain.

e Fold change (FC) of transcript expression, comparing micro-oxically (M) with aerobically (A) grown wild-type strain.

nd: The gene was not identified on protein level.

M only and A only: The gene/protein was detected only micro-oxically (M) or aerobically (A).

The proNOG categories are indicated and the 58 differentially expressed proteins are indicated in bold. The overlap in low oxygen regulation with strain J2315 (Sass et al., 2013) is indicated in italics.

To further validate the global analysis data, the up-regulation of several genes was confirmed by qPCR (Table S3). These included up-regulation of *BCAM0049* and *BCAM1259* expression as well as increased expression of the protease gene *BCAL1919* (*clpB*), the cytochrome d ubiquinol kinase gene *BCAL0785*, the sugar transferase gene involved in cepacian synthesis (*BCAM1010*) and the ICL encoding gene (*BCAL2118*). In addition, transcriptional *lacZ* fusions to promoter regions of selected genes up-regulated in micro-oxic conditions were constructed and measured (Figure S2). The promoter of a gene involved in cepacian biosynthesis (sugar transferase *wcaJ*), the thioredoxin *BCAL2780*, the *rpoS* homolog (*BCAM1259*) and the lectin encoding gene *BCAM0185* showed increased activity when cells were grown with low oxygen (Figure S2). As a control we used P*_cepI_*-*lacZ* transcriptional fusion and confirmed that the expression of the AHL encoding gene *cepI* was not affected by oxygen availability (confirming our RNA-Seq data).

## Discussion

At present very little is known of how *B. cenocepacia* strains can adapt to the micro-oxic/anoxic environment within biofilms in the CF lung [7]–[9], [32]. While the CF pathogen *P. aeruginosa* uses denitrification and fermentation of arginine to generate energy for growth and survival in an environment depleted of oxygen [16], [17], we could only detect very few orthologs of the respective genes involved in these processes in the genomes of *B. cenocepacia* strains. Denitrification genes were exclusively found in the genomes of members of the “pseudomallei” group, namely *B. thailandensis*, *B. pseudomallei* and *B. mallei*. Only strains of *B. thailandensis*, *B. pseudomallei*, *B. mallei*, *B. ambifaria*, *B. xenovorans*, *B. phymatum* and *B. phytofirmans*, harbor genes that potentially allow these species to ferment arginine to gain energy (1 mol of ATP per mol of arginine). In accordance with these findings it has been reported that the diversity of *Burkholderia* strains growing under anoxic conditions in soils is very low [33].

The facultative intracellular pathogen *Mycobacterium tuberculosis* has recently been shown to adapt to and recover from hypoxia using isocitrate lyase (ICL)-mediated production of succinate [34]. ICL is a glyoxylate shunt enzyme, which generates succinate whose secretion was proposed to help maintain membrane potential and ATP synthesis. The produced succinate is also a substrate of the succinate dehydrogenase (SDH) in the TCA cycle which is important for the electron transport chain by coupling carbon flow to ATP synthesis [35]. The gene encoding ICL has been shown to be up-regulated in persister cells in *B. cenocepacia* biofilms [36]. The authors of this study suggested that surviving persister cells downregulate the TCA cycle to avoid production of ROS and at the same time activate an alternative pathway, the glyoxylate shunt. Employing a combined RNA-Seq and proteomics approach we found that the two ICL genes present in the H111 genome as well as genes/proteins involved in ROS scavenging such as catalases, AhpC and several thioredoxins were up-regulated by low oxygen. 

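The isocitrate lyase gene BCAL2118 had 5 aerobic and 140 micro-oxic reads (log2 ratio 4.51, 95% interval 3.38 to 6.28). The other isocitrate lyase gene, BCAM1588, had 5 and 20 reads (1.73, interval 0.37 to 3.60) and was not among the genes called at a p-value under 0.2.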

Given that the same genes were also up-regulated in micro-oxia in strain J2315 [21], it is tempting to speculate that this pathway is used by *B. cenocepacia* to sustain production of ATP under micro-oxic conditions.

A phenotypical characterization revealed that micro-oxic cells grew better with purines as C-source. The up-regulation of two adenosine deaminases (Table 2 and Table S1) which are key enzymes of purine metabolism and convert adenosine to inosine suggest a role of purine metabolism in micro-oxia. 

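The adenosine deaminase gene BCAM2458, at positions 40655 to 41755 of contig 11, had 3 aerobic and 70 micro-oxic reads, a log2 ratio of 4.16 with a 95% interval of 2.77 to 6.69. It is the only gene annotated as an adenosine deaminase among the 1998 genes of the part of Table S1 used, and the other adenosine deaminase was not analysed here. From the up-regulation of the adenosine deaminases, the paper proposes a role of purine metabolism in micro-oxia.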

Interestingly, a recent report on hepatocarcinoma-derived cells showed that purines such as inosine and adenosine have a cytoprotective effect and can serve as an alternative source of energy to produce ATP during hypoxic conditions [37]. The ribose moiety of adenosine and purine could be used as a precursor for the phosphorylated glycolytic intermediates in reactions catalyzed by the pentose phosphate (PP) pathway. Among the genes up-regulated in micro-oxia (Table S1) we also found several nucleoside phosphorylases which catalyse the reversible phosphorolysis of purine (2′-deoxy)ribonucleosides to free bases and (2′-deoxy)ribose 1-phosphates. This could represent another possibility for *B. cenocepacia* to generate energy under micro-oxic conditions.

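The part of Table S1 used lists 2 purine nucleoside phosphorylase genes. BCAM1669 had 0 aerobic and 7 micro-oxic reads (95% interval of the log2 ratio from 0.36 upwards). BCAM2567 had 9 and 3 reads, a log2 ratio of -1.61 in the opposite direction, which was within counting error (interval -4.27 to 0.25). Further nucleoside phosphorylase genes were not analysed here.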

In this study we showed that micro-oxic conditions promoted biofilm formation of *B. cenocepacia*. Similar observations have been made for *P. aeruginosa*, which produces more alginate when oxygen is limiting [38]–[40]. 

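BCAM1004 and BCAM1010 lie at the ends of a stretch of 9 genes from position 64497 to 76311 of contig 23. Together these genes had 33 aerobic and 196 micro-oxic reads, a log2 ratio of 2.38 with a 95% interval of 1.86 to 2.98. Most of these micro-oxic reads lay on BCAM1004, BCAM1005 and CCE48729, which Table 2 lists for their change. The summed ratio therefore does not show a rise of the stretch as a unit. Of the 9 genes, 7 were higher and 1 lower in the micro-oxic library, and 1 had no reads. The flanking genes beyond BCAM1004 were higher too, so the rise was not confined to the stretch. They were CCE48737 (12 and 44 reads, interval 0.76 to 2.76), CCE48738 (25 and 62, 0.45 to 1.87) and CCE48739 (163 and 440, 1.00 to 1.53). CCE48737 overlaps BCAM1004. None of these genes was paired with a J2315 locus, so it is open whether they belong to the cepacian cluster. Beyond BCAM1010, the intervals of CCE48725, CCE48726 and CCE48727 included 0. The intervals of BCAM1004 (6 and 82 reads, log2 ratio 3.50, 2.42 to 5.09), BCAM1005 (0 and 28 reads, from 2.66 upwards) and CCE48729 (0 and 23 reads, from 2.36 upwards) lay farthest above 0. BCAM1010 rose from 5 to 15 reads, with an interval of the log2 ratio from -0.12 to 3.23. CCE48729 is 1 of 6 genes in the stretch that the tables used here do not pair with a J2315 locus. The sugar transferase gene wcaJ (CCE50896), which the paper places in cepacian cluster II, lies at positions 32563 to 33999 of contig 46 and had 3 and 23 reads (log2 ratio 2.58, interval 1.04 to 5.15). The lectin gene BCAM0185 had 1 aerobic and 8 micro-oxic reads, a log2 ratio of 2.33 with an interval of -0.07 to 8.30, so a change was not detectable at this depth by that interval. The gene for BapA was not analysed here.

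**Figure D3:**
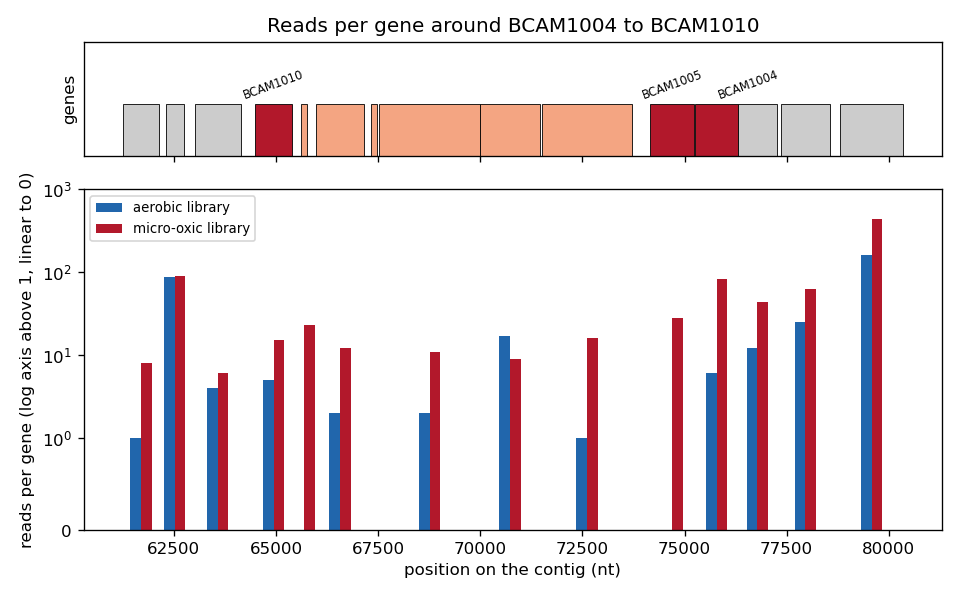
Reads per gene in the aerobic (blue bars) and the micro-oxic library (red bars) against the position on contig 23 in nt. The y axis is logarithmic above 1 read and linear down to 0. The boxes above show the genes to scale, with the genes paired with a J2315 locus in red, those between them in orange and flanking genes in grey. From BCAM1010 to BCAM1004, 7 of 9 genes had more reads in the micro-oxic library.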

Our global expression analyses revealed the up-regulation of three regions potentially responsible for increased biofilm formation under micro-oxic conditions: i) the EPS cepacian encoding gene cluster *BCAM1004-10* [41], [42] ii) the lectin gene *BCAM0185* [43], and iii) the gene encoding the large surface protein BapA, which was previously shown to be important for biofilm formation [43].

The observation that cells growing micro-oxically were more resistant to several antibiotics is probably due to their slower growth rate compared to aerobically growing cells. Muir et al. showed that the higher the growth rate of cells at the time of antibiotic addition, the greater the growth-inhibitory effect [44].

The effect of low-oxygen tension on gene expression was one of the nine conditions tested by Sass and colleagues in *B. cenocepacia* strain J2315 [21]. Although the experimental settings used in their study were very different from ours (i) shift *versus* run out experiment, ii) CampyGen Compact gas generating system *versus* controlled gas atmosphere, iii) 6% *versus* 0.5% oxygen, iv) strain J2315 *versus* H111) and different analysis technologies were used (microarray *versus* RNA-Seq), there was a good overlap between the two data sets. In fact, 55 of the 176 H111 genes/proteins reported here were also differentially expressed in response to low oxygen in strain J2315 (Table S2). 

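Of the 55 genes of Table S2, 40 were higher and 15 lower in the micro-oxic H111 library. Set beside the paper's J2315 values in that table, 42 changed in the same direction, 37 of them up and 5 down, and 13 in the opposite direction. Of those 13, 10 were lower in H111 and higher in J2315, and 8 of these 10 are flagellar genes.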

Among them are universal stress proteins, the protease ClpB, the isocitrate lyase BCAL2118, arginine/ornithine decarboxylases, the cytochrome d ubiquinol oxidase and several membrane proteins. 

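The universal stress protein genes BCAM0276 (32 aerobic and 507 micro-oxic reads, log2 ratio 3.80, 95% interval 3.30 to 4.38) and BCAM1500 (12 and 76 reads, 2.45, interval 1.61 to 3.51) were both higher in the micro-oxic library. The clpB gene BCAL1919 had 87 and 2038 reads (4.37, interval 4.07 to 4.71), and the cytochrome d ubiquinol oxidase gene BCAL0785 had 122 and 919 reads (2.74, interval 2.47 to 3.03). In the part of Table S1 used, 4 genes annotated as universal stress proteins had a median log2 ratio of 2.75. This was at percentile 99.6 of 10000 random lists of genes of like expression, drawn from all contigs. For 1 of the 4 genes the interval included 0.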

In line with the observation that strain H111 produces reduced amounts of siderophores in micro-oxia, several TonB dependent receptors were down-regulated in micro-oxic conditions. 

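All 5 genes of Table 2 annotated as ferrichrome, pyochelin or vitamin B12 receptors were lower in the micro-oxic library, with a median log2 ratio of -3.34. Table 2 lists genes for their change, and another outer membrane receptor in it, the zinc-regulated BCAM1571, was higher (10 aerobic and 417 micro-oxic reads, log2 ratio 5.15). The ferrichrome-iron receptor genes BCAM1187 (58 aerobic and 6 micro-oxic reads), BCAM2007 (49 and 4 reads) and BCAM2439 (195 and 30 reads) and the ferric-pyochelin receptor gene BCAM2224 (54 and 3 reads) had 95% intervals below 0. The vitamin B12 receptor gene BCAM0491 had 17 and 9 reads, and its log2 ratio of -1.05 was within counting error (interval -2.43 to 0.16). In the part of Table S1 used, the TonB-dependent receptor gene BCAM2626 had 3 and 12 reads, a log2 ratio of 1.67 in the opposite direction, also within counting error (interval -0.06 to 4.30).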

The *lxa* locus as well as the cable pilus cluster (*cbl*), which are both induced in strain J2315, are absent in strain H111. Other gene clusters for flagellar and chemotaxis proteins were up-regulated only in strain J2315. 

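In H111, the 8 flagellar genes of Table S2 were lower in the micro-oxic library, with log2 ratios from -6.51 to -3.39. The lowest is that of fliI, which had 0 micro-oxic reads, so it rests on the added 0.5 read. Of the 30 flagellar genes in the part of Table S1 used, 28 were lower and 2 were higher. The interval included 0 for both higher genes and for 3 of the 28 lower genes. With counts scaled by the total reads on genes, 29 were lower. Genes annotated as chemotaxis genes did not move together. Of 4 with 5 or more reads, 2 were higher, BCAM1572 with 3 aerobic and 36 micro-oxic reads and BCAM1503 with 23 and 68. The 2 others were lower, BCAM2689 with 22 and 8 reads and BCAM1424 with 7 and 3. For BCAM1424 the interval included 0 (-3.97 to 0.74), so only BCAM2689 was lower beyond counting error. The median log2 ratio of the 4 genes was 0.05, and it was -0.27 with counts scaled by the total reads on genes.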

Among the genes specifically induced in strain H111 we found the fimbriae encoding gene *fimA* (*BCAL1677*), an adenosine deaminase (*BCAM2458*), several porins (*BCAM2723*, *BCAL3007*, *BCAM2462*) and several ABC transporters. 

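The fimbriae gene fimA had 0 aerobic and 15 micro-oxic reads (95% interval of the log2 ratio from 1.67 upwards). The porin gene BCAM2462 had 11 and 682 reads (5.72, interval 4.94 to 6.80) and the porin gene BCAM2723 had 13 and 294 reads (4.28, interval 3.53 to 5.26). The adenosine deaminase gene BCAM2458 had 3 and 70 reads (4.16, interval 2.77 to 6.69).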

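The BCAM0049 gene lies at positions 195926 to 196672 of contig 8. Its 245 aerobic and 1035 micro-oxic reads gave a log2 ratio of 1.91 (95% interval 1.71 to 2.12) in H111. The change was called at a p-value of 0.197, close to the threshold of 0.2.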

Among the transcriptional regulators highly up-regulated in micro-oxia in both studies was the FNR-type regulator BCAM0049 (Table 2). Orthologous proteins have been shown to sense the oxygen tension and control gene expression under low oxygen conditions in several organisms [28], [45]. The *P. aeruginosa* FNR-type regulator ANR is known to positively control expression of denitrification and arginine fermentation genes. This regulator could also play an important role in the regulation of genes in micro-oxic conditions.

In conclusion, we have shown that *B. cenocepacia* H111 can grow with as little as 0.1% oxygen but is not able to grow anaerobically. Since *P. aeruginosa* grows anaerobically and has been shown to occupy deeper sites within wounds [46] it appears likely that *B. cenocepacia* may occupy a different niche where oxygen is limited but not totally absent. Our study provides a list of the most significant differentially expressed genes/proteins in micro-oxically versus aerobically grown cells and opens new avenues in the understanding of the molecular mechanism underlying the physiology and regulation of the *in vivo* relevant micro-oxic lifestyle of *B. cenocepacia.*

## Materials and Methods

### Bacterial strains, plasmids and growth conditions

*B. cenocepacia* wild type H111 [22], [47], [48] was grown under aerobic (21% oxygen) and micro-oxic conditions (0.1% to 5% oxygen) at 37°C in LB Lennox broth (Difco) or ABC Minimal Medium containing citrate as carbon source [49]. Aerobic cultures were grown with rigorous shaking (220 rpm) in 500-mL Erlenmeyer flasks containing 25 ml medium or, for RNA-Seq and proteomics experiments, in 1-L Erlenmeyer flasks containing 100 ml medium. Micro-oxic liquid cultures were grown under a nitrogen gas atmosphere that contained 5% or 0.5% or 0.1% oxygen with moderate shaking (80 rpm) in 500-ml rubber-stoppered serum bottles containing 50 ml medium. The gas phase (e. g 0.5% O_2_, 99.5% N_2_) was exchanged every 8–14 hours. For the cultivation of bacteria on plates, micro-oxic conditions were created using the CampyGen Compact gas generating system (oxoid) by quickly changing the paper sachet every 24 hours and keeping the exposure to atmospheric oxygen at a minimum.

### Phenotypical analysis

Biofilm formation was quantified in a microtiter dish assay as described by Huber *et al*. [50]. Since micro-oxic and aerobic cells reached different optical densities (OD), we used the biofilm index (BI) to compare the amounts of biofilm formed. The BI was calculated as the mean percentage ratio between OD_570_ after crystal violet staining and OD_550_ measured before incubating the cells with crystal violet which reflects the total cell number [51]. The formation of pellicles was assessed in NYG medium (0.5% peptone, 0.3% yeast extract, 2% glycerol) according to Fazli et al., 2011 [52]. Proteolytic activity was quantified based on the method described by Schmid et al [53] growing cells in NYG medium at 37°C to late exponential growth phase and using azocasein (5 mg/ml, in 50 mM Tris-Cl pH 8) for 60 min at 37°C as substrate. For quantification of lipases and cellulases, the sterile culture supernatant was incubated with buffer 1 (1 volume 0.3% p-nitrophenyl palmitate in isopropanol and 9 volumes of 0.2% sodiumdesoxycholate and 0.1% gum arabicum in 50 mM sodiumphosphate buffer pH 8) and 1% carboxymethylcellulose, respectively. After incubation, the absorbance was measured at 410 nm and 575 nm, respectively [50]. A Bradford assay (Coomassie Plus™, Thermo Scientific/Pierce) with BSA as standard was used to determine the total protein concentration in extracts derived from both aerobic and micro-oxic cultures. Antibiotic susceptibility testing was performed on agar plates where bacteria were homogeneously spread over the surface of the agar plate. Antibiotic discs (kanamycin 30 µg, tetracycline 30 µg, gentamycin 10 µg; Alere GmbH) were placed in the center of the plate. Swarming and swimming were tested by inoculating cells onto plates containing ABC medium supplemented with 0.1% casamino acids that were solidified with 0.4% and 0.3% agar, respectively. Plates were incubated for 2 days. Siderophores production was measured on CAS plates as described previously [54]. All phenotypic assays were performed at least in triplicate.

### Biolog analysis

*B. cenocepacia* was streaked on R2A agar plates and grown overnight at 37°C. From this plate, colonies were picked up and suspended in the GN/GP-IF at the required optical density. The suspensions were then inoculated on Biolog plates PM1 and PM2a for the carbon sources and PM3b for the nitrogen sources (Biolog, Hayward, CA). Plates were incubated at 37°C for 24 h fully aerated or for 36 h under micro-oxic conditions using CampyGen jars (Oxoid, Basingstoke, UK). The optical density was measured using a plate reader; instances where a >50% OD_600_ difference was observed between micro-oxic and aerobic cells were deemed significant [55]. Each condition was tested in triplicate.

### RNA-Seq and data analysis

Total RNA from *B. cenocepacia* strain H111 grown with 21% or 0.5% oxygen in complex LB medium to the end of the exponential phase (OD_600_ of 0.8 and 0.4, respectively, Figure 1) was extracted using a modified hot acid phenol protocol [56]. The removal of genomic DNA using DNAseI (Promega) was verified by a PCR reaction with 40 cycles. The samples were then further purified using the RNeasy kit (Qiagen) and the RNA quality was checked using RNA Nano Chips (Agilent 2100 Bioanalyzer; RIN >8). The RNA samples were poly(A)-tailed using poly(A) polymerase. Then, the 5′PPP were removed using tobacco acid pyrophosphatase (TAP). Afterwards, an RNA adapter was ligated to the 5′-monophosphate of the RNA. First-strand cDNA synthesis was performed using an oligo(dT)-adapter primer and the M-MLV reverse transcriptase (Promega). The resulting cDNA was PCR-amplified to about 20–30 ng/µl using a high fidelity DNA polymerase. The cDNA was purified using the Agencourt AMPure XP kit (Beckman Coulter Genomics) and was analyzed by capillary electrophoresis. The primers used for PCR amplification were designed for TruSeq sequencing according to the instructions of Illumina. Illumina single-end sequencing was performed on a HiSeq2000 instrument. The sequence reads were processed and then mapped to the *B. cenocepacia* H111 genome using CLC Genomics Workbench v4.9 (CLC bio) allowing up to 2 mismatches per read. The mapped reads (or spectral counts, see below) were analyzed using the DESeq software [30]. DESeq models gene/protein expression with a negative binomial distribution and outputs a list of differentially expressed genes/proteins ranked according to statistical significance. We report the top 123 differentially expressed genes (p-value cut-off <0.2), i.e. approx. 2,5% of the genes found actively expressed. This model is more robust against over-identifying candidate regulated genes based on fold-change alone, which can in particular be problematic for genes that are identified with few sequencing reads (common for *Burkholderia* with their high GC content, [57]) or spectra. 

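Of the 7258 genes, 5077 had 5 or more reads over both libraries. With a minimum of 10 reads over both libraries, 4112 genes remained, of which 437 were called higher and 204 lower at a p-value under 0.2, in place of 440 and 227.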

We only considered genes with five or more reads for differential analysis. For functional annotation of H111 genes, we relied on the eggNOG resource [31] and transferred the functional annotations from the respective J2315 orthologs as described [53]. The RNA-Seq raw data files are accessible through the GEO Series accession number GSE48585.

### Preparation of protein samples

Extracellular proteins and subcellular fractions were prepared as described previously [53]. Cells were lysed by two consecutive passes through a French Press homogenizer (Hypramag/Aminco), and cell debris was removed by 15 min centrifugation at 4000 g. Total cell membranes were subsequently harvested by ultracentrifugation for 1 h at 80000 g, 4°C. The pellet containing total membrane proteins was dissolved in 100 mM Tris-HCl, pH 7.5, 2% SDS by incubation at 50°C for 1 h. The cell lysate supernatant containing soluble cytoplasmic proteins was extracted with 6 volumes of ice-cold acetone at −20°C overnight. The precipitated proteins were harvested by centrifugation at 20000 g and dissolved in 100 mM Tris-HCl, pH 7.5, 0.1% SDS. Total protein concentration was determined according to Bradford (Coomassie Plus™ protein assay, Pierce). Approximately 15 mg total protein for each extracellular (EC), cytoplasmic (Cyt) and total membrane (TM) fractions were separated by 1D SDS-PAGE on 12.5% polyacrylamide gels. Gels were stained with colloidal Coomassie Blue (Serva). Individual protein lanes were cut into ten slices and immediately subjected to in-gel tryptic digestion [58].

### Mass spectrometry, protein identification and differential expression analysis

Peptides were separated by RP-HPLC and analyzed by a hybrid LTQ-Orbitrap XL mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) interfaced with a nanoelectrospray source. Mass spectrometric detection was performed in data-dependent mode. Precursor mass spectra were acquired at the Orbitrap mass analyzer with a scan range from m/z 300 to 1,600; resolution was set to 60,000 at m/z 400. Mass spectra were processed with Xcalibur 2.0.7 (Thermo Fisher Scientific) and peak lists were generated with msConvert (version 3.0.4388) [59]. Fragment ion mass spectra were searched with MS-GF+ (MS-GFDB v7747) against a sequence database consisting of 7,258 *B. cenocepacia* strain H111 proteins (accession CAFQ00000000.1) and 259 common contaminants (e.g. human keratin, trypsin). Spectra were searched for a match to fully-tryptic and semi-tryptic peptides with a mass tolerance of 10ppm. Carbamidomethylation was set as fixed modification for all cysteines while oxidation of methionines, deamidation of asparagines and glutamines as well as cyclization of N-terminal glutamines were considered as optional modifications.

Based on the target-decoy search strategy [60], a stringent score cutoff was determined that resulted in an estimated FDR of less than 0.2% at the PSM level. PSMs above this cutoff were subjected to a PeptideClassifier analysis [61] and only peptides that unambiguously identify one protein (either class 1a or 3a) were considered. We furthermore required at least 3 independent spectra or two spectra from two distinct peptides for protein identification. Each subcellular fraction was measured once with a discovery run followed by a subsequent exclusion list run (precursor ions identified in the discovery run were excluded from fragmentation in the exclusion run) [29]. Thereby, about 15% more proteins (272), all preferentially lower abundant, could be added by the exclusion list approach to those identified over all respective first runs (1854, Figure S3). This resulted in a total of 2128 identified proteins at an estimated FDR of less than 1% (0.98%). Total spectral counts for each protein were used for a differential expression analysis with the R package DESeq (version 1.6.1, [30]). Due to the lower number of spectral counts compared to sequenced reads, we chose a more lenient cut-off of p<0.15 to select the 58 top-ranked differentially expressed proteins for further analysis (roughly 2.7% of all proteins expressed). Protein abundance was estimated according to the method of Schrimpf et al. [62] (Figure S3). Proteomics data associated with this manuscript can be downloaded from the ProteomeXchange under accession number PXD000270. Signal peptide predictions from SignalP (version 4.0), and transmembrane domain predictions from TMHMM (version 2.0; both from the CBS, Denmark), were used for a combined topology prediction: Proteins without a predicted transmembrane domain after a predicted signal peptide cleavage site are considered secreted. Proteins with one or more predicted transmembrane domains after a predicted signal peptide cleavage site or without a predicted signal peptide cleavage site are assumed to be transmembrane proteins.

### Construction and assessment of transcriptional *lacZ* fusions

For construction of transcriptional *lacZ* fusions, vector pSU11p [53] was used. The promoter regions of *BCAL2780*, *BCAM1259*, *wcaJ* genes were first amplified using the primers listed in Table S4 and cloned into vector pCR 2.1 TOPO (Invitrogen, Carlsbad, CA). After sequence verification, the promoter probes were cut and cloned into pSU11p using HindIII and XhoI. The resulting plasmids pP*_BCAL2780_*-*lacZ*, pP*_BCAM1259_*-*lacZ* and pP*_wcaJ-_lacZ* were transferred by triparental mating into *B. cenocepacia* strain H111 and ß-galactosidase activity was determined both under micro-oxic and aerobic conditions by the Miller method [63]. Briefly, the strains were grown overnight in LB broth, then subcultured in LB medium and incubated for 2 days (aerobic cultures) or 4 days (micro-oxic cultures). The experiment was run in triplicate. ß-galactosidase activity was also visually inspected on LB plates containing 5-bromo-4-chloro-3-indolyl-β-D-galactoside (X-Gal) (Sigma). Bacterial strains, plasmid and primers used in this study are listed in Table S4.

### qPCR analyses

The expression of H111 orthologs of J2315 genes *BCAM1259*, *BCAL0785*, *BCAL1919*, *BCAM1010*, *BCAM0049* and *BCAL2118* was analyzed with a Mx3000P instrument using Brilliant III Ultra-Fast SYBR® Green QPCR Master Mix (Agilent, Switzerland) and cDNA prepared from biological replicates as template. Each reaction contained 12.5 µl 2× Brilliant III Ultra-Fast SYBR® Green QPCR Master Mix, 0.7 µM of individual primers and 15 or 7.5 or 3.5 ng of cDNA in a total volume of 25 µl. Reactions were run in triplicates. The relative expression ratio was calculated according to Pfaffl [64] using the primary sigma factor *rpoD* (*BCAM0918*) as housekeeping gene. The primers used are listed in Table S4.

### Statistical analyses

Continuous normally distributed data were analyzed by using an independent sample t-test. P-values were determined using SPSS software, version 21.0. The over-representation analysis of EggNOG functional categories was carried out using Fisher's Exact tests.

## Supporting Information

Figure S1 **Decreased siderophore production in micro-oxic conditions.** Siderophore production of *B. cenocepacia* H111 grown under aerobic (black bar) and micro-oxic (grey bar) conditions was measured on CAS plates. The measured halo diameter corresponds to siderophore activity. Whiskers indicate SD, n = 3.
(TIF) Click here for additional data file.

Figure S2 **Validation of four micro-oxic induced genes by** ***lacZ*** **fusions.** The activity of BCAL2780 (thioredoxin domain containing protein), BCAM1259 (sigma factor), *wcaJ* (CCE50896, sugar transferase in cepacian cluster II), *bclA* (lectin) and *cepI* promoter fusion was determined in the wild type grown in aerobic (black bar) and micro-oxic (grey bar) conditions. Whiskers indicate SD, n = 3.
(TIF) Click here for additional data file.

Figure S3 **Proteins identified by the exclusion list approach add 272 preferentially low abundant proteins.** The exclusion list approach was successful in adding preferentially lower abundant proteins (red curve) on top of those identified over all discovery runs (blue curve) and allowed us to dig deeper into the proteome. For calculation of the relative protein abundance, see Methods.
(TIF) Click here for additional data file.

Table S1 **Shotgun proteomics and RNA-Seq data for all** ***B. cenocepacia*** **H111 genes/proteins grown in micro-oxic (M) conditions and aerobic (A) conditions.**
(XLSX) Click here for additional data file.

Table S2 **List of 55** ***B. cenocepacia*** **H111 and J2315 genes that are commonly induced by low oxygen (M) (DESeq analysis, p-value<0.2 for H111, fold change >2 for J2315). The expression in aerobic cells was taken as baseline (A).**
(XLSX) Click here for additional data file.

Table S3 **Q-PCR results for selected genes.**
(XLSX) Click here for additional data file.

Table S4 **Bacterial strains, plasmids and oligonucleotides used in this study.**
(DOCX) Click here for additional data file.

# Supplementary material for: Response of Burkholderia cenocepacia H111 to Micro-Oxia
**Source:** PLoS One. 2013 Sep 2;8(9):e72939. doi: 10.1371/journal.pone.0072939
**Supplement:** Table S4 — Bacterial strains, plasmids and oligonucleotides used in this study.

# **Table S4:** Bacterial strains, plasmids and oligonucleotides used in this study.

| **Strain or plasmid** | **Description** | **Reference** |
| --- | --- | --- |
| Strains |  |  |
| *E. coli* |  |  |
| DH5α | F^-^ Φ80*lacZ*∆M15 ∆(*lacZYA-argF*) *recA1 endA gyrA96 thi-1 hsdR17 supE44 relAl deoR(U169)* | [1] |
| Top10 | Δ*lacX74 ara*Δ*139*Δ*(ara-leu)* | Invitrogen |
| *B. cenocepacia* |  |  |
| H111 | CF isolate from Germany, genomovar III | [2,3] |
| Plasmids |  |  |
| pSU11 | promoter probe vector; Gm^R^ | [4] |
| pSU11Tp | pSU11 derivative harboring dhfr cassette from pRN3, Tp^R^ | [5] |
| pP*_bclA_*-*lacZ* | pSU11 containing the *bclA* promoter region | [6] |
| pP*_cepI_*-*lacZ* | pSU11 containing the *cepI* promoter region | [5] |
| pP*_BCAL2780_*-*lacZ* | pSU11 containing the *BCAL2780* promoter region | This study |
| pP*_BCAM1259_*-*lacZ* | pSU11 containing the *BCAM1259* promoter region | This study |
| pP*_wcaJ-_lacZ* | pSU11 containing the *CCE50896* promoter region | This study |
| Oligonucleotides^a^ |  |  |
| BCAM0918_F | AGGAAGCCGAAGAGGAAGAG | This study |
| BCAM0918_R | GTCGAACCACTCGCTGATCT | This study |
| BCAM0049_F | GTCTGCGTGATTCCGTACA | This study |
| BCAM0049_R | CTGTTCGCTCATCAGCTTGT | This study |
| BCAM1259_F | CGCGCAAGTACCTGAACC | This study |
| BCAM1259_R | GAATCCACCAGGTCGCATAG | This study |
| BCAL0785_F | TCGACCAGCACAAGCAGTAT | This study |
| BCAL0785_R | ATGATCCGGAACGAGAAGAA | This study |
| BCAL1919_F | GCAGCTCAAGGAAGAGATCG | This study |
| BCAL1919_R | GGTTGTGCTGTTCCTGCTCT | This study |
| BCAM1010_F | CTACGTATTCATGCCGACGA | This study |
| BCAM1010_R | GTAGTAGCGATACGCGAGCA | This study |
| BCAL2118_F | GACCTGATCTGGTGCGAAAC | This study |
| BCAL2118_R | CGTCGTCGAGGTTCTTCTTC | This study |
| *wcaJ*_CCE50896 _F | AAGCTTGGAAAGAACACGACGACCAG | This study |
| *wcaJ*_CCE50896 _R | CTCGAGGATGACACTCTCCACGGTTG | This study |
| BCAM1259_lacZ_F | CTCGAGGAGTAGTACGCCGGGTAAGC | This study |
| BCAM1259_lacZ_R | AAGCTTGGCGTAGTCATGTCGATGG | This study |
| BCAL2780_lacZ_F | CTCGAGGAACGCTACATCGAGTGGAA | This study |
| BCAL2780_lacZ_R | CTCGAGTCCGTTCGAATATCGTCAGG | This study |

# References

1. Hanahan D (1983) Studies on transformation of *Escherichia coli* with plasmids. Journal of Molecular Biology 166: 557–580. doi:10.1016/S0022-2836(83)80284-8.

2. Römling U, Wingender J, Müller H, Tümmler B (1994) A major *Pseudomonas aeruginosa* clone common to patients and aquatic habitats. Appl Environ Microbiol 60: 1734–1738.

3. Gotschlich A, Huber B, Geisenberger O, Tögl A, Steidle A, et al. (2001) Synthesis of multiple *N*-acylhomoserine lactones is wide-spread among the members of the *Burkholderia cepacia* complex. Syst Appl Microbiol 24: 1–14. doi:10.1078/0723-2020-00013.

4. O’Grady EP, Viteri DF, Malott RJ, Sokol PA (2009) Reciprocal regulation by the CepIR and CciIR quorum sensing systems in *Burkholderia cenocepacia*. BMC Genomics 10: 441. doi:10.1186/1471-2164-10-441.

5. Schmid N, Pessi G, Deng Y, Aguilar C, Carlier AL, et al. (2012) The AHL- and BDSF-dependent quorum sensing systems control specific and overlapping sets of genes in *Burkholderia cenocepacia* H111. PLoS One 7: e49966.

6. Inhülsen S, Aguilar C, Schmid N, Suppiger A, Riedel K, et al. (2012) Identification of functions linking quorum sensing with biofilm formation in *Burkholderia cenocepacia* H111. MicrobiologyOpen 1: 225–242. doi:10.1002/mbo3.24.

How the deposited data were processed for this re-analysis (not part of the article)

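RNA-Seq data of B. cenocepacia H111 were used from 2 libraries, 1 aerobic (21% oxygen, OD600 0.8) and 1 micro-oxic (0.5% oxygen, OD600 0.4), both grown at 37°C. The authors mapped the reads to the H111 draft genome with CLC Genomics Workbench, allowing up to 2 mismatches per read, and deposited for each feature the counts of unique and of total gene reads, without normalization. The deposited RPKM values are the total reads of a feature divided by its length and by the reads on all features, which was checked from the values. They scale to 806154 reads in the aerobic and 939703 reads in the micro-oxic table. No reference genome or annotation was used here, so positions are those of the contigs and gene names come from Table 2 and Tables S1 to S4 of the paper. Of Table S1, 1998 rows were used.

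The 7258 features with a protein identifier were taken as genes. They held 188975 aerobic and 265556 micro-oxic reads. At these depths a share of 3 reads, the smallest that can be shown, is 0.00159% and 0.00113% of the gene reads. Log2 ratios were computed from total reads after scaling by the median of ratios over all genes, with a pseudocount of 0.5 read. Their 95% intervals are Clopper-Pearson intervals and cover counting error only. There was 1 library per condition, so there is no replicate check, samples could not be left out in turn and labels could not be permuted. Oxygen, the density at harvest, the growth rate, the vessel and the shaking differed together.

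Genes were called by a procedure rebuilt in R 4.3.3 from the description of DESeq for 1 library against 1: the dispersion was estimated from both libraries as if they were replicates, fitted as a curve of the mean, and used in a negative binomial exact test with the smaller tail doubled. Genes with 5 or more reads over both libraries and an unadjusted p-value under 0.2 were counted. The fitted curve was 0.437 + 0.841/mean. On simulated counts for the real genes with 200 genes changed 8-fold, 97% of the changed genes were called in the right direction and 4.71% of the unchanged genes were called. The simulated dispersion was lower than the fitted curve. The changed genes were drawn only from genes with more reads than the median gene. These rates therefore do not show how the procedure performs on the real counts. In 20 simulated pairs with a size factor ratio of 0.890, the ratio recovered from all genes had a median of 0.922, too close to 1 because of genes with few reads, and the ratio recovered from genes past the read filter had a median of 0.889. The ratio from all genes was kept because it is the one set for the procedure, and the ratio from filtered genes, 0.833 in the real libraries, was run as an alternative.

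The dispersion curve is the step with the largest effect. Several ways of fitting it and of computing the p-value were tried after the number of genes called was seen, and none of those fitted to the counts gave the number in the paper. A curve was then computed backwards from the p-values of Table S1, using unique reads: 1247 genes gave a dispersion, all within 4.21e-05 of the line 0.998 + 4.305/mean. Because this curve was taken from the paper's own p-values, calls made with it are not an independent result.

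Gene lists were compared with 10000 random lists matched in 10 bins of mean expression, and a percentile is given in place of a p-value across genes. For categories, the random lists came from the part of Table S1 used. For gene sets they came from all genes with 5 or more reads, although the members came from that part only. Contigs differed in their median log2 ratio, so the percentiles of the sets may be shifted by this. Because neighbouring genes are not independent, the flagellar, ribosomal protein and category N sets were also shifted along the genes as a whole, to every other position; this was added after the data were seen. Gene sets were taken from annotation words in the part of Table S1 used, and a median was computed for sets of 3 or more genes with 5 or more reads. The catalase, isocitrate lyase, adenosine deaminase and nucleoside phosphorylase sets were smaller, so their genes are given by value, and of the cepacian genes, which Table S1 as used does not list, the stretch from BCAM1004 to BCAM1010 was followed by position and wcaJ by its identifier in Table S4. The rest of the cluster that holds wcaJ was not analysed here. The genes named are those with a locus named in the paper's text for its transcript level, the 6 genes of Table S3, the promoters of Figure S2, and the 5 genes of lowest p-value in each direction; members of the functions that a sentence names were taken from Table 2 and Table S1 by their description. The genes cepI and bapA and the locus BCAL3007 were not analysed here because the tables used do not pair them with a feature.

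The alternatives were edgeR 4.0.16 (TMM normalization and exact test), DESeq2 1.42.0 (likelihood ratio test), other scalings, pseudocounts, read filters and thresholds, unique reads, and the deposited RPKM values. Lists and intervals were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.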

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

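The features without a protein identifier are not discussed in the paper's text. The tests of them were chosen after the values were seen, except the test on unique reads of the short features.

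The feature I35_6613, which is 1591 nt long, held 53674 aerobic reads (6.66% of all reads) and 151992 micro-oxic reads (16.2%), a log2 ratio of 1.33. It stands out because reads on it are far above the smallest number the depth can show and the paper's text does not discuss it. The features I35_6610 and I35_6615, each 2882 nt long, held 18.4% of the aerobic and 17.4% of the micro-oxic reads each, and 3 features of 118 nt fell from 10.7% to 6.80% each. The files do not name any of them. Reads counted on several copies could not be ruled out. The log2 ratio from unique reads (57 and 245) was 1.93, but these were only 0.106% of the aerobic and 0.161% of the micro-oxic reads on the feature. Uneven recovery of abundant RNA in the 2 library preparations could not be tested with 1 library per condition, and the pattern cannot be told apart from either explanation.

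Of 59 features under 100 nt without a protein identifier, 9 had 20 or more reads, and all 9 were lower in the micro-oxic library. Their lengths were 82 to 91 nt, they held 5901 aerobic and 3020 micro-oxic reads, and their median log2 ratio was -1.42 (from -2.81 to -0.97). They drew attention as a signal outside the genes that the paper discusses. Loss of short RNA from the micro-oxic library could not be ruled out. The 173 protein genes under 200 nt had a median log2 ratio of 0.68, but the length of a gene is not that of its RNA, and the 3 features of 118 nt were lower too (-0.61 each). Scaled by the total reads of all features, the median of the short features was -1.47, and by the total reads on genes it was -1.74. The size factor ratios, 0.858 and 0.712 against 0.890, fix these shifts in advance. The drop thus holds under these scalings, but they are no separate test of it. From unique reads (7 features) the median was -1.29, so reads shared between copies do not account for the drop. Of the reads on these features, 95.2% of the aerobic and 98.2% of the micro-oxic reads were unique. A difference between the 2 library preparations could not be tested with 1 library per condition. The pattern cannot be told apart from such a difference, from a loss of short RNA or from the different density and growth rate of the cultures.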

How the results depend on the processing

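The alternatives were set before the data were examined, except the use of 5 unique reads, the curve of Table S1, size factors after the read filter, the summed p-value and the protein CCE47250, which were chosen after seeing the data.

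The number of genes expressed depended on the minimum. It was 5968 aerobically with 1 read, 3808 with 5 reads and 3806 with 5 unique reads. Micro-oxically it fell in a like way, from 6197 with 1 read to 4135 with 5 reads and 4133 with 5 unique reads.

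The number of top genes (440 up, 227 down) depended most on the dispersion. With the curve of Table S1 there were 101 up and 21 down, and with unique reads as well 102 up and 21 down; that curve was derived from the paper's p-values. At a p-value under 0.1 there were 249 up and 80 down. Scaled by total reads on genes, there were 325 up and 346 down, so that the excess of genes up was lost. With edgeR's TMM (424 and 236), no filter (414 and 202), 10 or more reads (437 and 204), unique reads (438 and 227), size factors after the filter (404 and 255), the summed p-value (429 and 298), the edgeR exact test (586 and 280) and DESeq2 (409 and 189), both counts stayed within 1.5 times. With 5 or more reads in each library the dispersion curve could not be fitted, so that alternative was not run.

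The proteins with a transcript change in the same direction numbered 50 or 51 in every alternative run. The share of category O was 3.42% among the genes up and 12.3% by the categories of Table 2, and that of category P was 4.62% among the genes down and 18.4% by Table 2. The Table 2 shares come from genes listed for their change over the whole genome, and the others from the readable part of Table S1, so they are not shares of the same genes. Category N kept its place above all random lists in the alternatives with random lists.

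The median log2 ratio of the ribosomal protein genes moved from -1.003 to -1.33 when scaled by total reads on genes, and that of the thioredoxin genes from 1.73 to 1.41 when scaled by total reads on genes, 1.58 with a pseudocount of 1 read and 1.86 with a pseudocount of 0.1 read. Medians of other sets of 3 to 6 genes also shifted: the TonB and siderophore genes from -2.85 to -2.12 with no filter on reads, the universal stress genes from 2.75 to 2.41 with a pseudocount of 1 read, and the chaperone genes from 0.02 to -0.63 with 10 or more reads, -0.40 with no filter and -0.30 when scaled by total reads on genes. Of 63 medians of gene sets under alternatives, 8 changed sign, all for the chemotaxis and the chaperone genes of Table S1, whose medians were 0.05 and 0.02. Of 196 values of 28 named genes, none changed sign and 3 left the 95% interval, for BCAM0049, BCAL1919 and BCAL0785 when scaled by total reads on genes. Scaling by total reads on genes changes the size factor ratio from 0.890 to 0.712 for all genes. The shifts under that scaling follow from this, since it moves each log2 ratio by the same amount. The cause of the other shifts was not tested.

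Depth limits the size of many changes. Of the 98 genes listed in Table 2 for a higher transcript level, 49 had 5 or fewer aerobic reads.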

Differences from the paper's values

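The paper's number of genes expressed aerobically is 3806, and 5968 genes had at least 1 read. Micro-oxically the paper's number is 4133, and 6197 genes had at least 1 read. Of the alternatives set before the data were examined, a minimum of 5 reads (3808) and of 2 reads (5200) came within 1.5 times of the paper's aerobic number. The use of unique reads with a minimum of 1 (5967) did not. A minimum of 5 unique reads, chosen after seeing the values, gave 3806 aerobically and 4133 micro-oxically, the paper's numbers.

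The paper's number of top differentially expressed genes is 123, with 102 up-regulated. The rebuilt procedure gave 667 and 440. None of the alternatives set before the data were examined closed the gap: the total ranged from 329 (a p-value under 0.1) to 866 (edgeR exact test), and the genes up from 249 to 586. Size factors after the filter (659 genes, 404 up) and the summed p-value (429 up), both chosen after seeing the values, did not close it either. A dispersion curve computed from the p-values of Table S1, also chosen after seeing the values, gave 122 genes with 101 up from total reads and 123 genes with 102 up from unique reads. Since the curve comes from the paper's p-values, this shows which dispersions go with the paper's list and is not a separate count. For the 1420 genes compared, the p-values then differed from Table S1 by at most 6.2e-07.

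The paper counts 58 differentially expressed proteins, and 57 could be read as bold in Table 2. Adding CCE47250, chosen after seeing the values, gave 58 proteins, 51 of them with the transcript in the same direction, which is the paper's number. With counts scaled by the total reads on genes, an alternative set before the data were examined, 51 of the 57 had the same direction.

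In Table 2, 156 of 158 fold changes of transcripts lay within 0.1 of the ratio from unique reads. The 2 others are in the same functional category: the paper's Table 2 gives 31.2 for the adenosine deaminase gene BCAM2458 and 20.8 for the cytidine deaminase gene BCAM0402, while the reads (3 and 70, 3 and 105) gave 20.8 and 31.2, and the paper's Table S1 gives 20.8 for BCAM2458.

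The paper describes several nucleoside phosphorylases as up-regulated. Of the 2 purine nucleoside phosphorylase genes in the part of Table S1 used, BCAM1669 was higher (0 and 7 reads, interval from 0.36 upwards) and BCAM2567 was lower (9 and 3 reads), which was within counting error (interval -4.27 to 0.25). Table S2 is titled as a list of genes induced by low oxygen in both strains, and 15 of its 55 genes were lower in the micro-oxic H111 library. The paper finds category O enriched among the genes and proteins up and category P among those down. In the part of Table S1 used, category O (percentile 44.4) and category P (percentile 45.6) were near the middle of the random lists, but that part holds only 1 of the 17 and 2 of the 7 genes of those categories that Table 2 lists.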

Other observations

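The tests on genes with few reads, on neighbours apart on the contig and on read depth and length were written before their results were seen. The tests on the scaling, on genes with few reads acting through the scaling, on genes 10 places apart, on shuffles among genes of like reads and length and on sets shifted along the genome were chosen after the result was seen.

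Neighbouring genes on a contig had similar log2 ratios. Across the 3009 pairs of adjacent genes with 10 or more reads each, Spearman's rho was 0.59; it is a correlation across genes of 2 libraries, which are not independent replicates. After shuffling the ratios among genes it was -0.02. It fell to 0.38 at 2 places, 0.13 at 5 places and 0.05 at 10 places. Reads that span the border of 2 genes do not account for it alone, since rho was 0.37 for the 616 pairs at least 200 nt apart, although it was lower there. Scaling that differs between contigs would also join genes 10 places apart, for which rho was 0.0475 (2401 pairs). Contigs did differ, since the medians of the 33 contigs with 30 or more genes ran from -0.615 to 0.990. Genes 10 places apart on a contig were nevertheless only weakly alike. With mean reads and length regressed out, rho stayed at 0.59, but these explained only 1.54% of the variance of the ranks, so this adjustment says little by itself. With ratios shuffled only among genes of like mean reads and length, rho was 0.00384 on average and at most 0.0581 in 1000 shuffles, so neighbours alike in read depth and length, also in a way that is not linear, do not account for the pattern. Shared transcription of neighbours, as in operons, may account for the pattern; strands and operons were not used here, so this remains a hypothesis. 

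More of the top genes rose than fell (66.0% up). This share may rest on the scaling: scaled by total reads on genes, 48.4% rose. Genes with few reads may account for part of it through the scaling: with size factors after the read filter, 61.3% of the top genes rose. Of the 373 top genes with 50 or more reads 69.4% rose, and with size factors after the read filter 66.5% of 358 rose, so genes with few reads do not account for all of it under these 2 scalings. The median of ratios and the total of reads assume different things, that the typical gene is unchanged or that the total of gene reads is unchanged, and without replicates or added standards the data cannot tell which holds.

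The 27 ribosomal protein genes in the part of Table S1 used had a median log2 ratio of -1.003, at percentile 0.015 of 10000 random lists of genes of like expression; 21 were lower and 6 higher (22 and 5 with counts scaled by the total reads on genes). Since 25 of the 27 lie on contig 7, lists of scattered genes overstate how unusual the set is. Shifted along the genes as a whole, so that neighbours stayed together, the set had a median as low in 147 of 5076 shifts (percentile 2.90), so neighbours that move together may account for much of its place among the random lists. The same shifts of the 30 flagellar genes gave no median as low (percentile 0), and none of 1128 shifts of category N gave as many genes down (percentile 100); for these, neighbours that move together did not account for the result, although the flagellar genes lie in clusters on 2 contigs. The cultures differed in oxygen, density at harvest, growth rate, vessel and shaking, and the libraries cannot separate these.

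For the 6 genes of Table S3, the paper's qPCR fold changes can be set beside the reads, without a pseudocount. All 6 were higher in the micro-oxic library. For BCAL1919 (20.8 from reads, the paper's 20.2), BCAM0049 (3.76, the paper's 3.7) and BCAL2118 (24.9, the paper's 14.1) the qPCR value lay inside the 95% counting interval. For BCAM1259 (26.4, interval 8.75 to 130; the paper's 6.7), BCAL0785 (6.70, interval 5.55 to 8.17; the paper's 3.7) and BCAM1010 (2.67, interval 0.92 to 9.39; the paper's 17.9) it lay outside. The reads of BCAM1010 were 5 and 15. The qPCR used cDNA from biological replicates, which were not analysed here.

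Over the 360 genes of the part of Table S1 used with a protein fold change of the paper and 10 or more reads, Spearman's rho between protein and transcript was 0.26 and 55.8% changed in the same direction. Without the genes of Table 2 (337 left), rho was 0.17 and 53.7% changed in the same direction. These are values across genes, which are not independent replicates.

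Of the 13 genes of Table S2 that moved in opposite directions in H111 and, by the paper's values, in J2315, 8 are flagellar genes. The others are BCAL0052, BCAL2645, BCAL3243, BCAM0165 and BCAM2093. BCAL2645 had 14 aerobic and 13 micro-oxic reads, so its direction was within counting error. BCAM0165 fell from 63 to 5 reads in H111 and BCAM2093 rose from 2 to 64.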
